# Essential role of lncRNA binding for WDR5 maintenance of active chromatin and embryonic stem cell pluripotency

**DOI:** 10.7554/eLife.02046

**Published:** 2014-02-12

**Authors:** Yul W Yang, Ryan A Flynn, Yong Chen, Kun Qu, Bingbing Wan, Kevin C Wang, Ming Lei, Howard Y Chang

**Keywords:** long noncoding RNA, active chromatin, embryonic stem cells, trithorax/MLL, Mouse

## Abstract

The WDR5 subunit of the MLL complex enforces active chromatin and can bind RNA; the relationship between these two activities is unclear. Here we identify a RNA binding pocket on WDR5, and discover a WDR5 mutant (F266A) that selectively abrogates RNA binding without affecting MLL complex assembly or catalytic activity. Complementation in ESCs shows that WDR5 F266A mutant is unable to accumulate on chromatin, and is defective in gene activation, maintenance of histone H3 lysine 4 trimethylation, and ESC self renewal. We identify a family of ESC messenger and lncRNAs that interact with wild type WDR5 but not F266A mutant, including several lncRNAs known to be important for ESC gene expression. These results suggest that specific RNAs are integral inputs into the WDR5-MLL complex for maintenance of the active chromatin state and embryonic stem cell fates.

**DOI:** http://dx.doi.org/10.7554/eLife.02046.001

## eLife digest

If all the DNA contained within a single human cell were stretched out it would be about three meters long. To fit this length of DNA into the nucleus of the cell, it is packaged into a compact structure called chromatin. If a cell wants to express one of the genes in the DNA in order to produce a protein, it must unpack part of the chromatin to give an enzyme called RNA polymerase access to the DNA to produce messenger RNA. However, other enzymes—often working with other enzymes, proteins and molecules called cofactors—can modify the structure of the chromatin in a way that leads to changes in the expression of nearby genes.

The protein WDR5 binds to enzymes and helps to modify chromatin so that nearby genes can be ‘switched on’. However, WDR5 also binds to RNA molecules that are not involved in the expression of genes as proteins. These long non-coding RNA molecules (lncRNAs) are thought to act as scaffolds that guide the WDR5-enzyme complex to specific stretches of DNA. However, it is not clear if lncRNAs might be performing roles that affect the function of these enzyme complexes directly—as has been observed for other cofactors.

Yang, Flynn et al. have now investigated the role of lncRNA molecules further, and identified a pocket on the structure of WDR5 where these molecules bind. A mutation in this pocket that blocks binding to lncRNA did not stop purified WDR5 protein from forming active enzyme complexes when tested in the lab. However, it seems that WDR5 needs to bind to the lncRNAs to function properly inside living cells. WDR5 binds to hundreds of lncRNAs within a cell, and the mutation that blocks this binding reduced both the amount of time that WDR5 protein survives in a cell and the amount of time it spends bound to chromatin. As such, this mutation seems to reduce the ability of the WDR5-enzyme complex to activate chromatin and ‘switch on’ genes.

WDR5 is also known to be important in mammalian embryonic stem cells—cells that have the potential to become all the different types of cells found in the body. Yang, Flynn et al. uncovered that the mutations in WDR5 that abolish lncRNA binding also affect the expression of genes that help mouse stem cells to maintain this potential. Since different cell types have distinct patterns of active chromatin, the next challenge will be to understand whether different lncRNAs bind to WDR5 to switch on unique set of genes in each cell type.

**DOI:** http://dx.doi.org/10.7554/eLife.02046.002

## Introduction

An orchestra of chromatin readers, writers, and erasers act on diverse covalent histone modifications to establish particular cell fates (Rando and Chang, 2009). By maintaining such histone modifications through cell divisions, the cell state can then be epigenetically transferred from generation to generation, eventually establishing tissues and complex organisms. Histones are modified by large protein complexes with multiple coenzymes that modulate and regulate catalytic activity, thus allowing fine regulation of histone marks.

Histone H3 lysine 4 trimethylation (H3K4me3) is a mark of transcriptionally active chromatin, generated through the catalytic activity of the MLL family of proteins. The MLL family of H3K4 methylases are evolutionarily conserved (known as COMPASS in yeast and trithorax in *Drosophila*) (Smith et al., 2011), and *MLL* translocations are an important cause of human leukemias (Meyer et al., 2009). Members of the MLL family encode single SET domain-containing H3K4 methylases, and are associated with WDR5, Ash2L, RbBP5, and additional proteins to regulate activity. Of the various cofactors that regulate MLL activity, WDR5 is a particularly important multifunctional adaptor protein that can discriminate posttranslational modifications on histone tails, as well as bind to the MLL complex to regulate gene activation (Wysocka et al., 2005; Migliori et al., 2012). WDR5 is particularly important for mammalian embryonic stem cell (ESC) self renewal and maintenance of active chromatin for pluripotency genes, and WDR5 is required for efficient generation of induced pluripotent stem cells from differentiated somatic cells (Ang et al., 2011; Li et al., 2012).

WDR5 has recently been shown to bind individual long noncoding RNAs (lncRNAs) (Wang et al., 2011; Gomez et al., 2013). LncRNAs are capped, spliced, polyadenylated RNA transcripts ranging from several hundred to kilobases in length (Derrien et al., 2012; Rinn and Chang, 2012). Specific lncRNAs bind repressive or activating chromatin modification complexes, and localize these activities to specific gene loci (reviewed by Wang and Chang (2011)). For example, the lncRNA XIST binds the Polycomb Repressive Complex 2 (PRC2) to cause histone H3 lysine 27 trimethylation and silence the X chromosome for dosage compensation in females (Morey and Avner, 2011). As another example, the lncRNA HOTAIR acts as a molecular scaffold, binding both PRC2 and the H3K4 demethylase LSD1 complex to silence hundreds of loci throughout the genome (Rinn et al., 2007; Gupta et al., 2010; Tsai et al., 2010; Chu et al., 2011). Additional lncRNAs can bind to messenger RNAs to control their decay via interaction with the Staufen 1 protein (Gong and Maquat, 2011; Kretz et al., 2013).

In contrast, several lncRNAs bind to WDR5 to facilitate H3K4me3 and epigenetic activation. HOTTIP is an enhancer-like lncRNA of the human *HOXA* locus that coordinates expression of *HOXA9* to *HOXA13*, which are important for distal identity (Wang et al., 2011). HOTTIP RNA directly binds to the WDR5 protein to recruit the MLL H3K4 methylase complex to maintain H3K4me3. In addition, recent research has shown that the NeST lncRNA also binds WDR5 to upregulate IFN-γ expression through H3K4me3 (Gomez et al., 2013), suggesting the existence of multiple different enhancing lncRNAs that function via WDR5 interactions. Many enhancers and promoters often produce lncRNAs, and some of these lncRNAs have enhancer-like functions in the activation of nearby genes by binding the Mediator complex (Kim et al., 2010; Orom et al., 2010; Hung et al., 2011; Rada-Iglesias et al., 2011; Lai et al., 2013). Currently, it is believed that lncRNAs function by guiding localization of chromatin modification machinery as simple scaffolds. However, like coenzymes that modulate protein activity, it is possible that lncRNAs may affect protein function more directly.

To examine the roles of RNA binding on WDR5 functionality, here we identify a RNA binding site on WDR5, and characterized its function in vitro and in vivo. Inability to bind RNAs does not affect MLL complex formation or catalytic activity in vitro. However, ability to bind RNAs is crucial for WDR5 function in cells. We find that WDR5 binds over a thousand endogenous RNAs and that RNA binding is essential for WDR5 maintenance of ESC pluripotency. Inability to bind RNAs greatly reduced duration of WDR5 protein and its occupancy on chromatin, impaired global H3K4me3 levels, and reduced expression of genes required for embryonic stem cell state. Overall, these results suggest an unexpected role for RNA binding in regulating the lifespan of epigenetic fates.

## Results

### Discovering the lncRNA binding interface on WDR5

To determine the lncRNA binding site, we performed alanine scanning mutagenesis of WDR5, guided by its crystal structure (Trievel and Shilatifard, 2009; Odho et al., 2010; Avdic et al., 2011) (Figure 1A,B). WDR5 is a barrel-shaped protein with several charged clefts on its surface, several of which are known to mediate protein–protein interactions with MLL, histone H3 tail, or RbBP5 (Figure 1A, Figure 1—figure supplement 1A,B). We generated 19 WDR5 point mutants, expressed them in *Escherichia coli* as GST-fusion proteins, and purified them to homogeneity (Figure 1—figure supplement 1C). Four out of 19 mutants significantly reduced the ability to retrieve HOTTIP lncRNA in vitro: Y228A, L240A, K250A, and F266A. These WDR5 mutations defined a cleft between blades 5 and 6, partially encompassing the same surface previously described to bind RbBP5 amino acids 371–381 (Odho et al., 2010; Avdic et al., 2011). Thus, a focal binding site defines the interaction between WDR5 and HOTTIP. To confirm that HOTTIP and RbBP5 bind to the same or overlapping sites on WDR5, we pre-incubated wild type GST-WDR5 with an excess of RbBP5 peptide (amino acids 371–381) or control H3K4me3 peptide (amino acids 1–20), and then assayed for HOTTIP binding (Figure 1C). Whereas addition of H3K4me3 peptide had no effect, pre-incubation with RbBP5 peptide prevented HOTTIP binding to WDR5, thus confirming the shared binding cleft.

**Figure 1.**
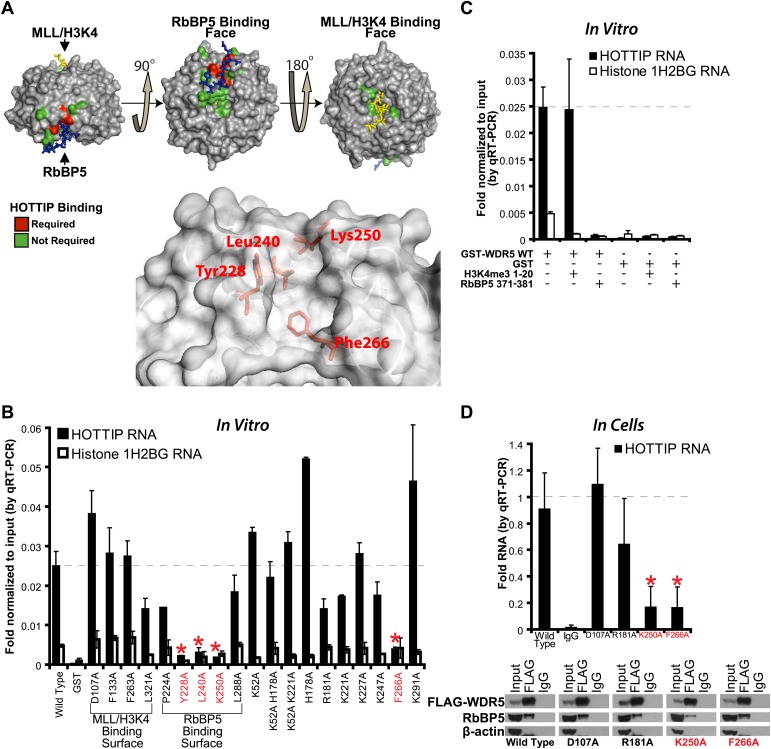
HOTTIP lncRNA binding surface overlaps with the RbBP5 binding surface on WDR5. (**A**) Crystal structure of WDR5 (PDB:3P4F, visualized with PyMol) reveal that mutations abrogating HOTTIP RNA binding align along a cleft between blades 5 and 6, opposite the H3K4/MLL binding site. This binding surface overlaps the site for RbBP5. Top: schematic of tested and HOTTIP binding mutations. Bottom: magnification of HOTTIP binding cleft. Yellow: MLL peptide. Blue: RbBP5 peptide. (**B**) qRT-PCR results of indicated GST-WDR5 mutants tested by in vitro assay for binding to HOTTIP RNA or control Histone 1H2BG RNA. (**C**) RbBP5 peptide competition assay indicates that RbBP5 amino acids 371–381 can fully inhibit HOTTIP binding to WDR5. Wild type data same as in Figure 1B. (**D**) Average fold pulldown of full length HOTTIP by cell-based native RNA immunoprecipitation of select WDR5 mutants. Top: qRT-PCR results of RNA immunoprecipitation of FLAG-WDR5 mutants. All values are normalized to input, then to FLAG pulldown of wild type and positive control D107A. Negative RNA controls (U1, HOTAIR) and reaction without reverse transcription (-RT) show minimal enrichment (Figure 1—figure supplement 1, data not shown). Bottom: representative western blots of immunoprecipitations. **DOI:** http://dx.doi.org/10.7554/eLife.02046.003

**Figure 1—figure supplement 1.**
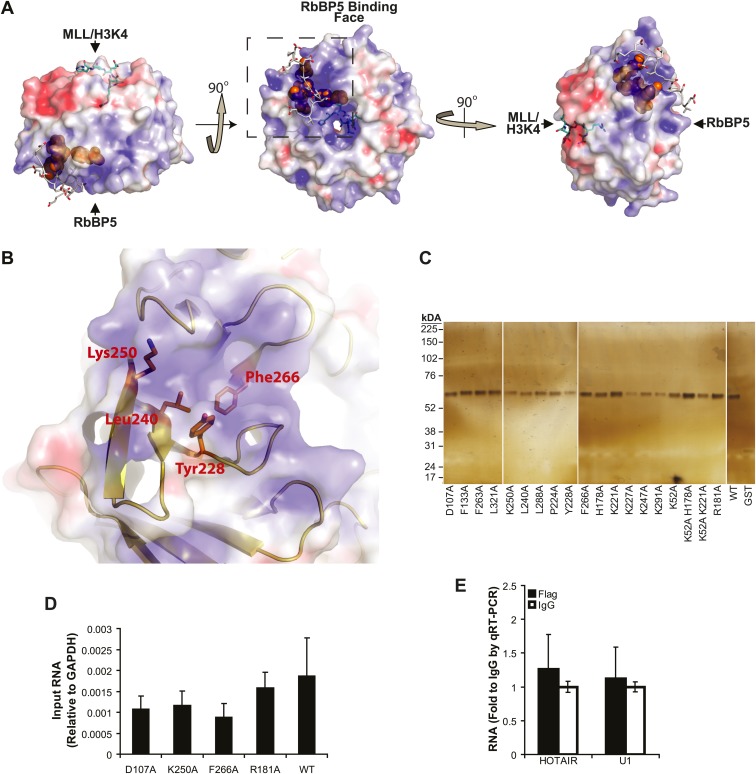
lncRNA binding surface of WDR5 and WDR5 RIP-qRT-PCR standards. (**A**–**B**) Electrostatic surface contouring of the WDR5 crystal structure (PDB:3P4F, visualized with PyMol) reveal that mutations abrogating HOTTIP RNA binding de_ne an electropositively charged region. Orange: WDR5 residues important for HOTTIP binding. Cyan: MLL peptide. Grey: RbBP5 peptide. (**C**) Silver stain of post-assay glutathione-bound GST-WDR5 mutants indicates no protein degradation or loading bias occurred during in vitro binding assay. (**D**) Average levels of input HOTTIP RNA for cell-based native RNA immunoprecipitation assays of WDR5 mutants by qRT-PCR, relative to GAPDH. (**E**) Average fold pulldown of HOTAIR or U1 control RNAs by cell-based native RNA immunoprecipitation of WDR5, demonstrating no enrichment compared with IgG control. **DOI:** http://dx.doi.org/10.7554/eLife.02046.004

To verify the lncRNA binding site in living cells, we conducted in vivo RNA immunoprecipitation (RIP) experiments with select WDR5 mutants in 293T cells (Figure 1D). Whereas the D107A and R181A mutations caused little effect on RbBP5 binding compared with wild type (∼95%), the K250 mutation reduced RbBP5 binding (∼62.5%) as previously described (Odho et al., 2010; Avdic et al., 2011). Furthermore, the F266A mutation actually increased RbBP5 binding (∼120%), suggesting that loss of binding to HOTTIP increases the ability to bind RbBP5. Consistent with the direct in vitro binding assay, both K250A and F266A mutations fully abrogated WDR5 binding to HOTTIP in vivo. In contrast, mutations at D107A and R181A showed minimal effects on WDR5-HOTTIP interactions. K250A and F266A did not affect the accumulation of HOTTIP lncRNA (Figure 1—figure supplement 1D), and both negative controls U1 and HOTAIR did not enrich binding to WDR5 (Figure 1—figure supplement 1E). Taken together, the in vitro and in vivo analyses demonstrate that HOTTIP RNA binds WDR5 through a specific binding pocket.

### A selective mutant reveals the importance of lncRNA binding on WDR5-mediated gene activation

To pinpoint the functional consequences of a selective lncRNA-binding mutation of WDR5, we further analyzed WDR5 F266A. In contrast to the other HOTTIP binding mutations, WDR5 F266A is defective in lncRNA binding in vitro and in vivo, but without any defects in binding MLL complex subunits RbBP5 or MLL1 in immunoprecipitation experiments (Figure 1D). We reasoned that the F266A mutation offered an experimental strategy to isolate the requirement of lncRNA binding for WDR5 function.

To confirm the lncRNA selectivity of the F266A mutation, we examined its effects on MLL complex structure and catalytic activity in vitro. As seen by isothermal calorimetry, the F266A mutation minimally affects the affinity of WDR5 for RbBP5, MLL1, or H3 peptides, in contrast to the Y228A mutation (RbBP5 binding defective) or D107A mutation (MLL1 and H3 binding defective) (Figure 2A). This was further confirmed using GST protein pull down assays, in which GST-WDR5 F266A displays no deficits in binding RbBP5, Ash2L, and MLL1 purified proteins (Figure 2B). Finally, in contrast to the MLL1/H3 or RbBP5 binding mutants, the F266A mutation did not significantly decrease in vitro MLL1 complex methylase activity compared to wild type (Figure 2C). Thus, the F266A mutation appears to singularly affect lncRNA binding, without altering MLL complex structure or catalytic activity.

**Figure 2.**
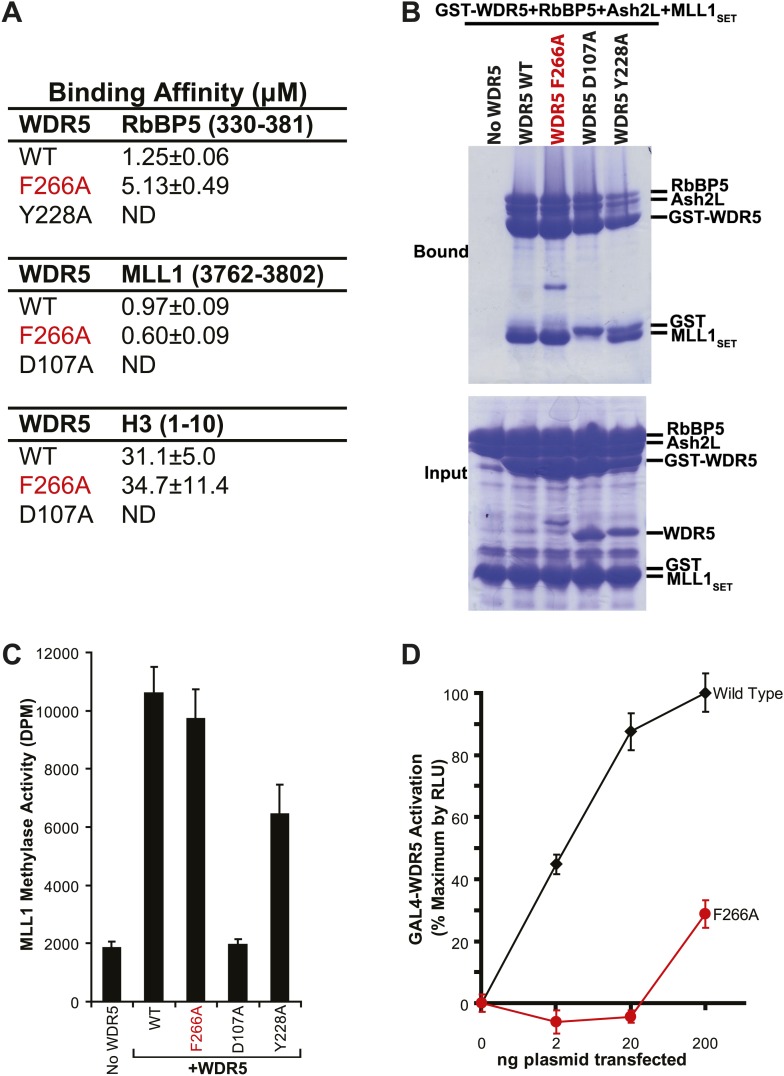
WDR5 F266A lncRNA binding mutant does not affect MLL complex formation or catalytic function, but shows decreased ability to activate target genes in 293T cells. (**A**) WDR5 binding affinity to RbBP5, MLL1, or H3 peptides by isothermal calorimetry. ND, not detectable. (**B**) WDR5 F266A does not have decreased binding to RbBP5, Ash2L and MLL1SET domain proteins in GST protein pull down assays. (**C**) WDR5 F266A does not affect histone methylase activity of the MLL1 complex. (**D**) GAL4-WDR5 F266 is defective in activating luciferase expression, as seen in luciferase titration tests. **DOI:** http://dx.doi.org/10.7554/eLife.02046.005

To test the effects of the F266A mutation on gene activation in cells, we transfected increasing amounts of plasmids encoding GAL4-WDR5 WT or GAL4-WDR5 F266A to activate luciferase reporter gene expression (Figure 2D), as previously described (Wysocka et al., 2005). Surprisingly, WDR5 F266A demonstrated a severe defect in luciferase gene activation, requiring >100-fold transfected plasmid compared with wild type to achieve similar reporter gene activity. Thus, even though the WDR5 F266A mutation can bind the full MLL complex and does not affect catalytic activity, the inability to bind lncRNAs strongly compromises WDR5 function in activating gene expression by reporter gene assay.

### lncRNA binding to WDR5 is essential for protein stability and H3K4 trimethylation in embryonic stem cells

WDR5 has been recently shown to be required to maintain H3K4 trimethylation (H3K4me3) in mouse embryonic stem cell (ESC) genes for pluripotency and self renewal (Ang et al., 2011). To test whether WDR5 requires lncRNA binding for physiologic activity, we created ‘rescue’ complementation ESC lines that replace endogenous mouse WDR5 with either wild type human WDR5 or F266A mutant WDR5 (Figure 3A). ESCs were infected by lentiviruses containing two tandem gene expression cassettes (Ang et al., 2011). The first cassette constitutively expresses a highly efficient shRNA to repress endogenous mouse WDR5. WDR5 deficiency is rescued by the second cassette, in which human WDR5 wild type (WT) or human WDR5 F266A linked to GFP is expressed under control of a doxycycline (dox)-inducible promoter. In the presence of dox, the ability of WDR5 mutant to support ESC self renewal can be compared; upon dox withdrawal, the half-life of the mutant protein and its regulatory impact are further revealed.

**Figure 3.**
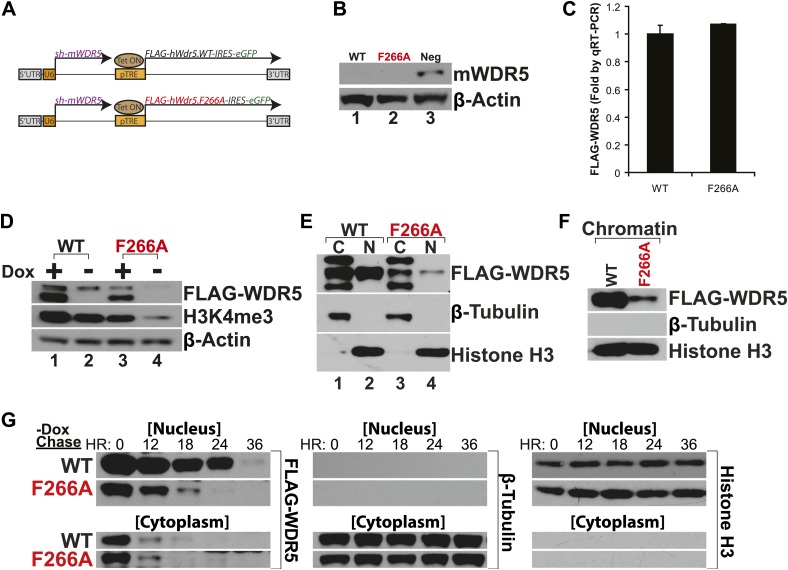
WDR5 F266A mutation decreases protein stability and localization to chromatin. (**A**) Schematic of lentiviral vectors, modified from (Ang et al., 2011). (**B**) Western blot demonstrating successful mouse WDR5 knockdown. (**C**) qRT-PCR results demonstrating equal RNA expression of human WDR5 WT and WDR5 F266A. (**D**) Western blot of WDR5 WT and WDR5 F266A protein expression, also with 4 days after doxycycline removal. (**E**) WDR5 F266A is defective in nuclear accumulation, compared with WDR5 WT. (**F**) WDR5 F266A reduces chromatin association, as seen in chromatin isolation experiments. (**G**) WDR5 F266A mutation decreases protein stability in the nucleus after doxycycline withdrawal. Both WDR5 WT and WDR5 F266A are similarly unstable in the cytoplasmic fraction. **DOI:** http://dx.doi.org/10.7554/eLife.02046.006

GFP+ cells were sorted using consistent fluorescence parameters, cultured for 4 days in the presence (+dox) and absence (−dox) of doxycycline, and then analyzed by western blot and qRT-PCR. As expected, both cell lines demonstrated similar knockdown of endogenous mouse WDR5 (Figure 3B), with equal transcription of exogenous human WDR5 RNA (Figure 3C). Unexpectedly, more human WDR5 WT protein was present when compared with human WDR5 F266A (Figure 3D). In WDR5 WT ESCs, promoter shutoff of WDR5 resulted in ∼50% reduction of H3K4me3 (Lanes 1 and 2), as previously reported (Ang et al., 2011). Interestingly, ESCs harboring WDR5 F266A displayed a similar global 50% reduction of H3K4me3 (Lane 3), although WDR5 F266A protein was expressed at lower levels. In addition, promoter shutoff of WDR5 F266A caused a drastic >80% reduction of H3K4me3 levels (Lanes 3 and 4). Thus, WDR5 F266A exhibits a striking inability to maintain global H3K4me3 levels.

We more closely examined the subcellular localization of WDR5 WT and WDR5 F266A, and found that WDR5 F266A was depleted in both nuclear (Figure 3E) and chromatin fractions (Figure 3F). The alteration in cellular distribution of WDR5 F266A can be explained by differential stability in nuclear vs cytoplasmic pools, or alternatively, by a role of F266 in directly controlling nuclear localization. We believe that the former is the correct explanation based on the fact that fusion of F266A to a strong nuclear localization signal (GAL4 DNA binding domain) did not rescue its function (Figure 2D).

To further assess WDR5 protein stability directly, we conducted pulse chase experiments using doxycycline withdrawal to shutoff *FLAG-hWDR5* transcription, and followed the fate of pre-existing WDR5 WT or F266A protein in the nucleus and cytoplasm (Figure 3G). We found that in the cytoplasm, both WDR5 WT and F266A have equally short half-lives of less than 12 hr. In contrast, nuclear WDR5 WT persists for up to 24 hr, but WDR5 F266A is turned over at least 12 hr sooner (Figure 3G). Thus, ability to bind lncRNAs appears to be essential for WDR5 protein stability, suggesting a RNA-mediated post-translational regulation of WDR5.

### Over 1000 ESC RNAs bind WDR5

Our in vitro and in vivo data characterizing the WDR5 F266A mutant suggest that RNA binding is an important aspect of WDR5’s cellular function, however currently only two RNAs have been identified as WDR5 partners. To close this gap, we identified WDR5–bound RNAs in the ESC transcriptome. We tested UV-crosslinking with PAR-CLIP, but found that WDR5-RNA interactions have poor inherent UV crosslinking ability. We also found that standard RNA immunoprecipitation (RIP) with FLAG epitope gave substantial background that hampered data interpretation. We then turned to RNA:protein immunoprecipitation in tandem (RIPiT), a method designed to identify RNA targets of RBP complexes with poor UV linking capacity (Singh et al., 2013). Specifically, we fused tandem FLAG and hemagglutinin (HA) tags to wild type WDR5 or the F266A mutant. We established ESC lines expressing FLAG-HA tagged version of WT and F266A WDR5 at near endogenous expression levels, and FPLC analysis confirmed that both tandem-tagged WDR5 proteins quantitatively formed equivalent MLL-WDR5 protein complexes with endogenous subunits (Figure 4—figure supplement 1A,B).

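The RIPiT-seq data came from 3 mouse ESC lines, which carried an empty vector, FLAG-HA-tagged WDR5 WT or FLAG-HA-tagged WDR5 F266A, a mutant in which a phenylalanine is replaced by alanine. The F266A construct was also truncated at its N-terminus, so it differed from WT in more than this residue. The paper reports that the truncation leaves MLL complex formation and function in vivo unaffected. The cells were fixed with 1% formaldehyde for 15 min, tagged complexes were purified first through the FLAG tag and then through the HA tag, and the recovered RNA was sequenced in reads of 50 nt. Each line had 2 IP libraries, labelled as biological replicates in Figure 4B, and 1 input library of RNA from the same line. The input of a line therefore had no replicate, and both enrichment scores of a line shared it.

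The authors mapped the reads to the mm9 genome with TopHat 1.1.3 and calculated RPKM (reads scaled by transcript length and by the number of mapped reads) per gene with their own script. The values analysed here are these RPKM for 24132 RefSeq gene symbols, of which 20431 were above 0 in at least 1 of the 9 libraries and 9787 reached an RPKM of 1 in at least 2 libraries. Read counts were not used here. The depth was instead estimated from the lowest values, since 1 read on a gene of known exon length has a fixed RPKM at a given depth. These estimates were 50100000 mapped reads for the empty vector input and 25000000 and 13400000 for its IPs. They were 37600000 for the F266A input and 20500000 and 24400000 for its IPs, and 42900000 for the WT input and 27300000 and 26500000 for its IPs. The paper's stated range is 13600000 to 51100000 mapped sequences.

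The enrichment score was calculated as log2 (RPKM + 1) of an IP minus log2 (RPKM + 1) of the input of the same line. The paper's text names no pseudocount, so 1 was added to every RPKM, which draws the scores of weakly expressed genes toward 0. The UCSC genes and the lincRNA predictions that the authors added to RefSeq for their transcriptome were not analysed here.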

We performed RIPiT-seq with tandem immunopurified FLAG-HA-tagged WDR5 from formaldehyde crosslinked ESCs. 

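Mouse Wdr5, on chromosome 2 of mm9 from 27370677 to 27392055 on the plus strand, had an RPKM of 9.54 in the WT input and of 12.9 and 11.8 in the WT IPs. In the F266A line its RPKM was 5.85 in the input and 8.79 and 8.18 in the IPs, and in the empty vector line it was 8.05 in the input and 9.34 and 10.5 in the IPs. Its enrichment score was 0.34 ± 0.09 (SD, n = 2) in WT, 0.47 ± 0.07 (SD, n = 2) in F266A and 0.27 ± 0.11 (SD, n = 2) in the empty vector line. The difference between WT and the mean of both controls, -0.03 with a standard error of 0.18, was within the replicate error (adjusted p = 1 from limma with Benjamini-Hochberg adjustment).

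Over the 9787 genes with an RPKM of at least 1 in at least 2 libraries, most genes had a positive score in every IP, with or without a tagged protein. The median score was 0.27 in both WT IPs, 0.39 and 0.35 in the F266A IPs, and 0.27 and 0.26 in the empty vector IPs. The share of genes with a score above 0 was 85.5% and 89.8% in the WT IPs, 89.2% and 96.3% in the F266A IPs, and 87.7% and 88.0% in the empty vector IPs. Across these genes, which are not independent replicates, the scores of both replicates of a line correlated with Pearson's r of 0.55 for WT, 0.52 for F266A and 0.78 for the empty vector, and scores of different lines with r from 0.27 to 0.55.

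Replicates of a line share their input, so the IPs were also compared without it, as deviations from the mean log2 (RPKM + 1) of the 6 IPs. For 6 unrelated libraries such deviations give an r of -0.2. Between replicates r was 0.43 for the empty vector (Spearman's rho 0.41), 0.20 for F266A (rho 0.18) and -0.16 for WT (rho -0.17).

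**Figure D1:**
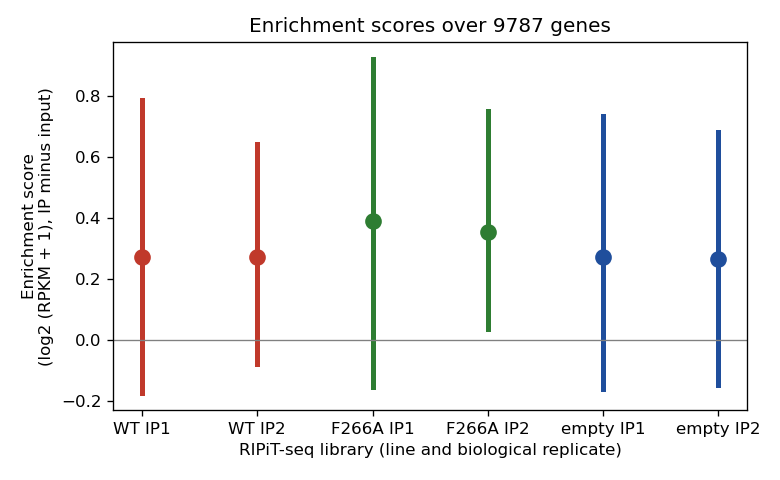
Enrichment scores of the 9787 genes in each IP library, on a log2 scale. Points are medians, which lie between 0.26 and 0.39, and lines run from the 5th to the 95th percentile of genes, so they show the spread between genes and not an error.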

To afford high stringency to the data, we searched for RNAs that were enriched in the WDR5 WT but not in the mock infected or WDR5 F266A datasets. 

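A gene was called enriched, following the paper's methods, when the lower of its 2 WT scores was above 0 and above the highest of the 4 scores of F266A and the empty vector. This rule held for 1157 of the 24132 gene symbols, or 4.79%. Of these genes, 518 had an RPKM of at least 1 in at least 2 libraries. As a ratio, the setting that moved the number most required the lower WT score to be at least 0.5 above the highest control score, which left 11 genes. With 1 WT replicate left out the rule returned 3354 genes (without replicate 1) and 3238 genes (without replicate 2).

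The same rule was then applied to each line in turn. With the F266A IPs in the place of the WT IPs, 3272 genes had both scores above 0 and above all 4 scores of WT and the empty vector. With the empty vector IPs in that place, 955 genes did. There are 15 ways to pick a pair from the 6 IP libraries, and across them the rule returned from 451 to 3272 genes, with a median of 981. The WT pair and 4 others returned at least as many genes as the WT pair. When the scores of each IP were centred on their median, the rule returned 723 genes for WT, 690 for F266A and 733 for the empty vector. Across the 15 pairs the centred scores gave from 246 to 983 genes, with a median of 430. The highest number came from a pair of different lines, WT replicate 1 with F266A replicate 1. The rule has no error term, so no p-value belongs to these numbers.

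**Figure D2:**
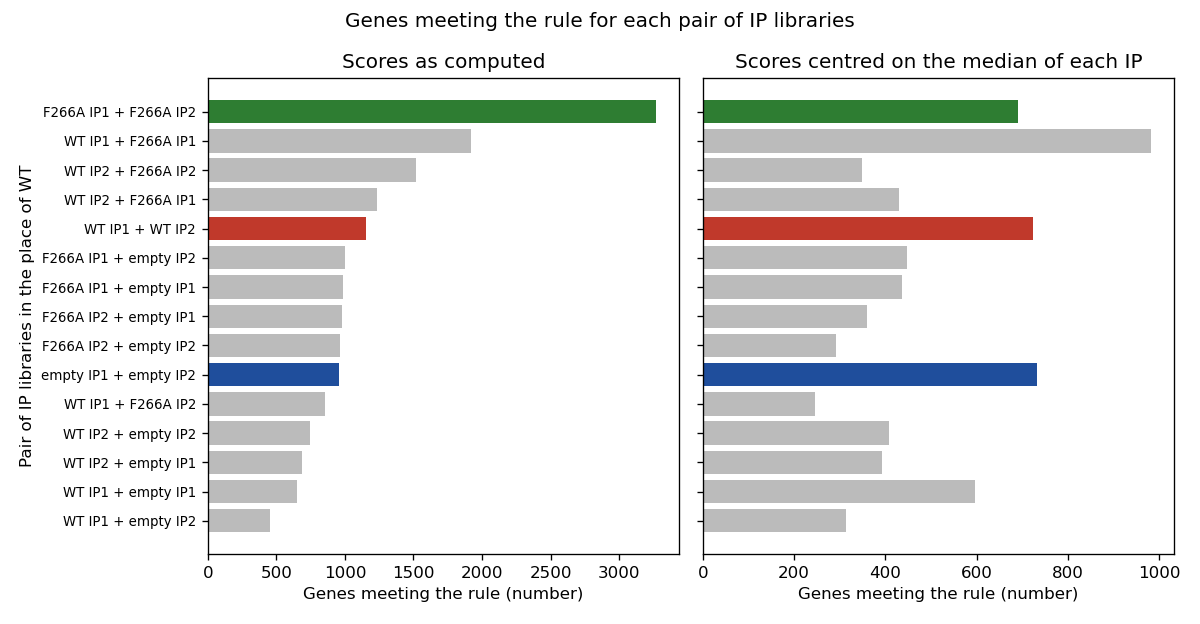
Number of genes that met the rule for each of the 15 pairs of IP libraries, with scores as computed (left) and with scores centred on the median of each IP (right). Bars of WT are red, of F266A green and of the empty vector blue, and pairs of different lines are grey. On the left the F266A pair is highest with 3272 genes, and on the right the 3 lines lie between 690 and 733 genes.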

WDR5 WT, but not F266A or control, is associated with 1434 RNAs, comprised of mRNAs, lncRNAs, pri-miRNAs, and snoRNAs (Figure 4A,B). Thus, a family of ESC RNAs bind WDR5 through the same surface as HOTTIP enhancer-like RNA that act in other cell types, dramatically expanding the known RNA targets of WDR5. 

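The difference in enrichment between the lines was tested against the replicate error with limma on log2 (RPKM + 1), with all 9 libraries in 1 fit and the input of each line subtracted inside the contrast. Among the 9787 genes tested, 0 had a Benjamini-Hochberg adjusted p under 0.05 for WT against F266A, and 259 had an unadjusted p under 0.05. For WT against the empty vector these numbers were 0 and 173 genes, and for WT against the mean of both controls 0 and 135 genes. The median standard error of a difference in enrichment was 0.24 for WT against F266A on the log2 scale. In simulated data with the same genes and spread, the comparison of WT with the mean of both controls recovered 38 of 50 genes changed by 1 on the log2 scale. It recovered all 50 genes changed by 2. The median standard error of that comparison was 0.20. Changes below 1 were not simulated, so how many smaller differences the fit would miss is unknown.

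The lines share replicate numbers. The difference between replicate 1 and replicate 2 correlated across genes with an r of 0.26 between WT and F266A, 0.11 between WT and the empty vector, and 0.01 between F266A and the empty vector. With the replicate number as a block, 0 genes passed in each of the 3 comparisons of WT, and 307, 202 and 166 genes had an unadjusted p under 0.05 for WT against F266A, against the empty vector and against their mean.

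The paper defines enriched genes by the rule above and states that a family of ESC RNAs bind WDR5 through the same surface as HOTTIP.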

WDR5 binds to 23 previously identified ESC lncRNAs (Guttman et al., 2011; Ulitsky et al., 2011; Ng et al., 2012; Sheik Mohamed et al., 2010). Importantly, six lncRNA partners of WDR5 have been shown to be required for ESC pluripotency or differentiation when individually depleted by shRNAs (Figure 4B, lncRNAs with ESC phenotype in orange) (Guttman et al., 2011). Prior protein interaction surveys with repressive chromatin modification complexes had failed to identify partners for these lncRNAs except *lincRNA-1592* (Guttman et al., 2011), and their interaction with WDR5-MLL provides an explanation for their functions in ESC biology.

**Figure 4.**
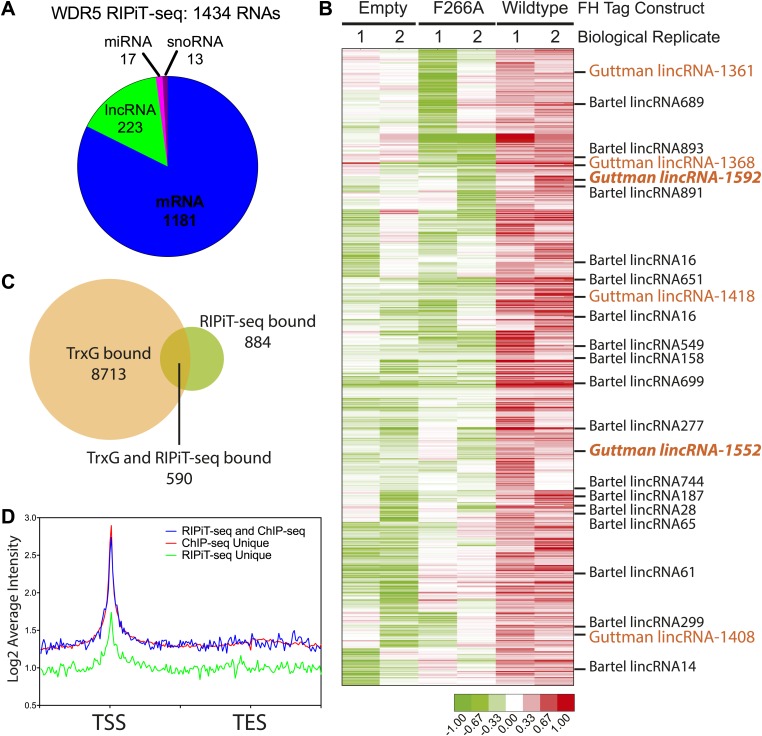
WDR5 binds to a family of ESC RNAs. (**A**) WDR5 RIPiT-seq retrieves diverse class of RNAs. (**B**) 1434 RNAs bind to wild type WDR5 but not F266A mutant or vector control. Each column is a RIPiT-seq experiment; each row is a transcript. Red indicates enrichment over input and WDR5 F266A mutant. Known ESC lncRNAs are listed; those with known functions in ESC pluripotency or differentiation are highlighted in orange. Two lincRNA loci that are both bound by WDR5 on chromatin and generate lincRNAs that bind WDR5 are highlighted in orange bold font. (**C**) Overlap of genes retrieved by WDR5 RIPiT-seq vs ChIPseq. (**D**) Metagene analysis of WDR5 ChIP-seq signal in the indicated classes of genes. **DOI:** http://dx.doi.org/10.7554/eLife.02046.007

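The RNA classes of the genes that met the rule were taken from the transcript types of RefSeq for each symbol. Of the 1157 genes, 1056 were mRNAs, 14 were miRNAs, 9 were snoRNAs, 73 were other noncoding RNAs and 5 could not be classed. Relative to all genes of a class with an RPKM above 0 in at least 1 library, these are 5.87% of the 17993 mRNAs, 2.49% of the 563 miRNAs, 6.67% of the 135 snoRNAs and 4.53% of the 1610 other noncoding RNAs.

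Noncoding RNAs made up 8.33% of the 1152 classed genes that met the rule and 11.6% of the 19149 classed genes that did not (Fisher's exact test across genes, two-sided, p = 0.000675). Among genes with an RPKM of at least 1 in at least 2 libraries the noncoding share of the genes that met the rule was 4.66% and the difference no longer passed 0.05 (Fisher's exact test, p = 0.0968). Several small RNA genes have near-identical copies, whose reads cannot be told apart. In the table 676 rows above 0 had exactly the same values as another row in all 9 libraries, and 28 of them were among the genes that met the rule.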

**Figure 4—figure supplement 1.**
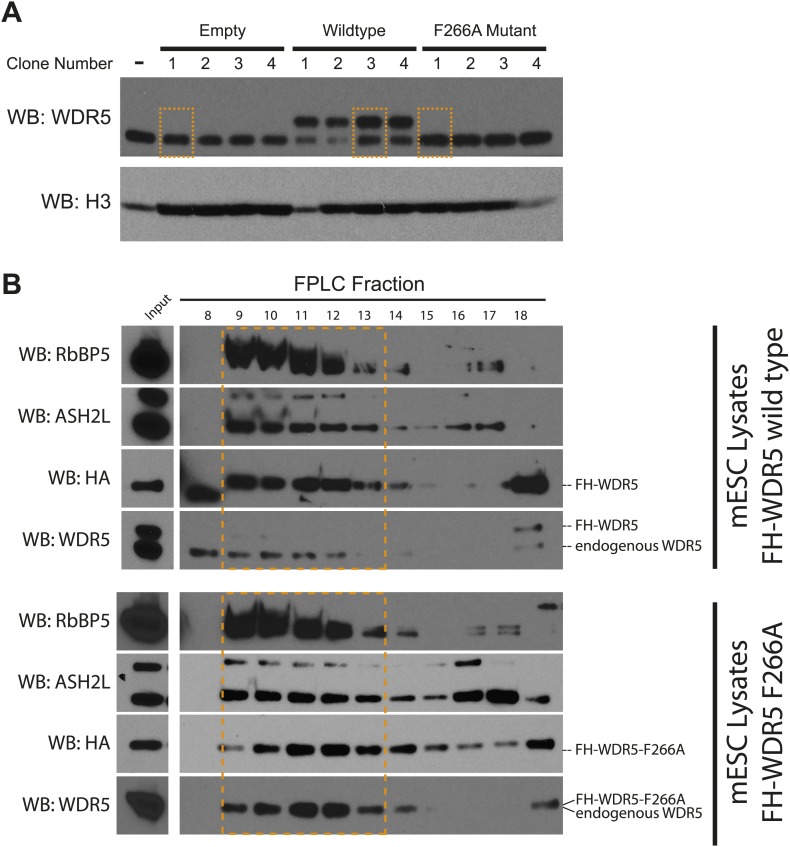
Characterization of FLAG-HA ES cell lines. (**A**) Western blot analysis of individually isolated ESC clones. antiWDR5 blotting reveals the total expression level of WDR5 in mock, FH-WDR5 wild type, and FH-WDR5 F266A mutant ESCs. The FH tag adds ∼8 kDa to WDR5, resulting in the observed shift, where as the F266A sees no shift because the construct is N-terminally shorter. Orange boxes are draw around clones that were isolated and used in the RIPiT experiments due to their near endogenous expression level. (**B**) FPLC analysis of the selected wild type and F266A FH-WDR5 clones. Each fraction was subjected to western blot analysis for HA (tagged protein), WDR5, Ash2L, and RbBP5. Orange boxes appear around the endogenous large molecular weight MLL complex, where the majority of the tagged FH-WDR5 constructs elute. **DOI:** http://dx.doi.org/10.7554/eLife.02046.008

Previous reports of RNA-WDR5 interaction suggest the possibility for both *cis*-acting tethering and *trans*-acting mechanisms (Wang et al., 2011; Gomez et al., 2013). To investigate whether and how these mechanisms are utilized genome-wide, we compared RNA interactors of WDR5 identified by RIPiT-seq vs chromatin occupancy sites of WDR5 identified by ChIP-seq. Ang et al. (2011) reported 9303 genes that are bound by WDR5 and other trithorax group proteins in ESCs with high confidence, and 590 of these loci produced RNAs that physically interacts with WDR5 (Figure 4C). Restricting the analysis to the top quintile of WDR5-bound promoters still showed very limited overlap (100 out of 1849 promoters produce RNAs that also bind WDR5). Plotting average WDR5 ChIP-seq signal at ChIP-seq only or genes with both ChIP-seq and RIPiT-seq signal revealed that their WDR5 binding profiles are indistinguishable, highlighting the value of the RIPiT data set to reveal RNA involvement (Figure 4D). In contrast, the class of genes with RIPiT signal only had substantially lower WDR5 chromatin occupancy at their promoters (Figure 4D); one or more of these RNAs may be decoys that remove WDR5 from cognate loci.

The RNAs that both bind to WDR5 and have strong WDR5 ChIP-seq signal at their promoters are candidates for additional *cis* regulators of WDR5 recruitment. Two such lncRNAs, *lincRNA-1552* and *lincRNA-1592*, were shown to previously impact ESC biology, and *lincRNA-1552* is a key node in the pluripotency gene regulatory network. Depletion of *lincRNA-1552* led to mis-expression of ∼100 mRNAs including *Nanog* and *Pou5f1*, and the promoter of *linc-1552* is bound by Pou5f1, Klf4, Nanog, Zfx, n-Myc, and c-Myc (Guttman et al., 2011), suggesting a positive feedback loop has been described for other ESC lncRNAs (Sheik Mohamed et al., 2010). Further, the expression of *linc-1552* is repressed by retinoic acid-induced ESC differentiation (Guttman et al., 2011). This example highlights of how WDR5 can interact with a lincRNA important to ESC core transcription factor circuitry to control ESC pluripotency. Additionally, a previously reported screen in ESCs identified 901 protein-coding genes important for ESC pluripotency, and 23 of the corresponding mRNAs were enriched in WDR5 RIPiT-seq, including *Myc* and *Bmp4* mRNAs (Ivanova et al., 2006) (Supplementary file 1). 

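Supplementary file 1 lists 22 gene symbols under its heading, and all 22 had a value in the RPKM table. By the rule with a pseudocount of 1, 17 of them were enriched. For the other 5, Bmp4, Ceacam1, Ceacam2, Foxh1 and Myc, the lower WT score fell short of the highest control score, with margins from -0.16 to -0.01. With a pseudocount of 0.1 all 22 met the rule. Over the 22 genes the lower WT score lay between 0.14 and 1.16 and its median margin over the highest control score was 0.02. This margin was larger than the gap between both WT replicates for 8 genes. The WT input was below both other inputs for 18 of the 22 genes, and in 2 genes both WT IPs had a higher RPKM than all 4 control IPs.

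Myc lies on chromosome 15 of mm9 from 61816946 to 61821929 on the plus strand. Its RPKM in the WT line was 1.26 in the input and 4.63 and 2.33 in the IPs. In the F266A line it was 5.19 in the input and 9.21 and 7.60 in the IPs, and in the empty vector line 2.01 in the input and 3.20 and 3.24 in the IPs. The enrichment score of Myc was 0.94 ± 0.54 (SD, n = 2) in WT, 0.60 ± 0.18 (SD, n = 2) in F266A and 0.49 ± 0.01 (SD, n = 2) in the empty vector line. The lower WT score of 0.56 was below the highest control score of 0.72. WT exceeded the mean of the controls by 0.39 with a standard error of 0.33, a difference that did not pass (limma with Benjamini-Hochberg adjustment, adjusted p = 1).

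Bmp4 lies on chromosome 14 from 47003195 to 47010344 on the minus strand. Its RPKM was 1.08 in the WT input and 4.15 and 3.66 in the WT IPs, 4.17 in the F266A input and 5.77 and 11.4 in the F266A IPs, and 1.14 in the empty vector input and 2.74 and 3.02 in the empty vector IPs. Scores were 1.23 ± 0.10 (SD, n = 2) in WT, 0.82 ± 0.61 (SD, n = 2) in F266A and 0.86 ± 0.07 (SD, n = 2) in the empty vector line. Here too the difference from the mean of the controls, 0.39 with a standard error of 0.36, did not pass (limma with Benjamini-Hochberg adjustment, adjusted p = 1). When the IPs alone were compared, without the inputs, WT minus F266A was -1.11 for Myc and -0.90 for Bmp4 on the log2 scale, and WT minus the empty vector was 0.04 and 0.34. None of these 4 differences passed (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0672, 0.139, 0.988 and 0.881). With the replicate number as a block, the lower level of Myc in WT than in F266A passed (adjusted p = 0.0278) and the other 3 differences did not.

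**Figure D3:**
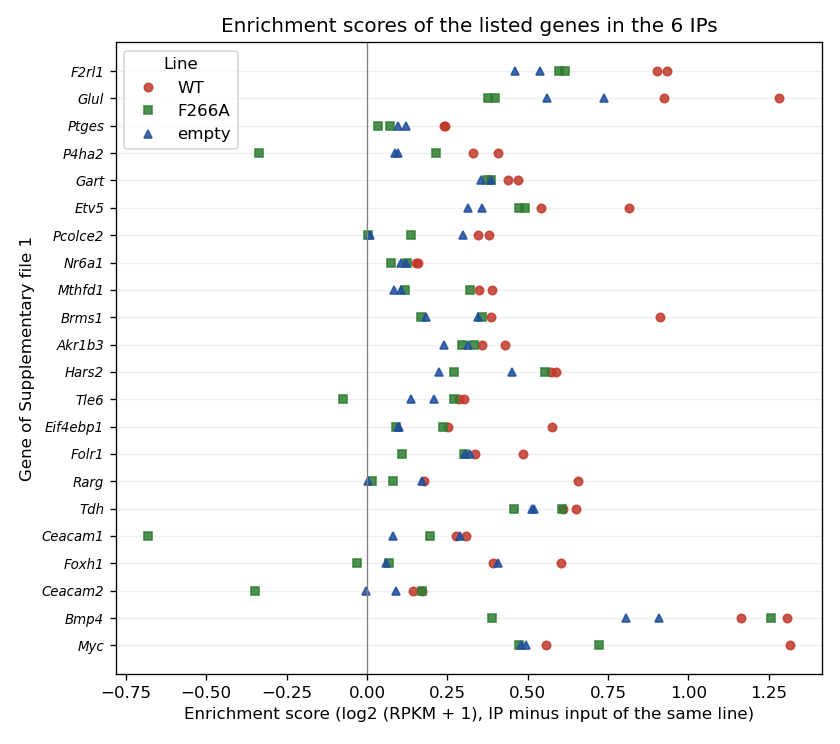
Enrichment scores (log2, horizontal axis) of the 22 listed genes in the 2 IPs of each line, with genes ordered by the margin of the lower WT score over the highest control score. Each symbol is 1 IP library, with circles for WT, squares for F266A and triangles for the empty vector. The margin runs from -0.16 at the bottom to 0.29 at the top.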

Our results also imply many ESC promoters can recruit WDR5 by mechanisms independent of RNA, consistent with other reports (Ang et al., 2011; Jiang et al., 2011). The discovery of many RNAs that bind WDR5 but not at its cognate genomic loci suggests that some WDR5-binding RNAs do not bind WDR5 as nascent transcripts, but only interact with WDR5 at a later stage of maturation and possibly for action in *trans*. Thus, WDR5 binds over 1400 endogenous RNAs in ESCs with potential for both *cis* and *trans* chromatin regulation.

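The lower WT score of the 1157 genes that met the rule had a median of 0.19, with 0.01 at the 5th and 0.66 at the 95th percentile of genes, and it was at least 1 in 10 genes. The median margin over the highest control score was 0.04, against a median gap of 0.05 between both WT replicates, and the margin exceeded this gap in 520 genes. An RPKM of at least 1 on average over the 9 libraries was reached by 480 genes, and the median of this average was 0.52. At such levels the pseudocount of 1 draws scores, margins and gaps toward 0. These sizes therefore need not be those of the paper, whose text names no pseudocount.

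Among those 480 genes the 5 with the highest lower WT score were Gm10865, Snora81, Snord83b, BC053749 and Cdc40. Gm10865, a noncoding RNA, had scores of 1.78 and 1.94 in WT, and its highest control score was 1.71. Snora81, at 23110829 to 23111006 on chromosome 16 within the protein-coding gene Eif4a2 on the same strand, had scores of 1.62 and 1.77 in WT and at most 1.03 in the controls. Snord83b, at 79908928 to 79909021 on chromosome 15 within Rpl3, also on the same strand, had 2.22 and 1.55 in WT and at most 1.41 in the controls. All 178 bases of Snora81 lie in exons of Eif4a2, so reads of Eif4a2 can fall on it, while Snord83b shares 0 exon bases with Rpl3. BC053749 had scores of 1.46 and 1.57 in WT and at most 1.31 in the controls, and Cdc40 had 1.44 in both WT IPs and at most 1.26 in the controls. BC053749 shares 119 exon bases with Hspb6 on the opposite strand, and Cdc40 spans a copy of the noncoding RNA 7SK on the same strand, with 0 exon bases shared. Of these 5 genes, Gm10865, Snord83b and BC053749 no longer met the rule with the mean of the 3 inputs as the input of every line.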

### RNA binding to WDR5 is essential for maintenance of embryonic stem cell fate

Loss of RNA binding also impacts the ability of WDR5 to promote ESC self-renewal. (Figure 5A,B). In WDR5 WT ESCs, promoter shut-off caused a ∼50% reduction in the number of alkaline phosphatase-positive colonies, a specific indicator of ESC state. Notably, F266A WDR5 ESCs grown in the presence of doxycycline displayed a similar ∼50% reduction in colony number. By morphology, both WDR5 WT ESCs–dox and WDR5 F266A ESCs +dox formed similar small, partially differentiated colonies. Doxycycline withdrawal in WDR5 F266A ESCs caused a >90% reduction in number of colonies, with the majority of cells forming clusters of fully differentiated alkaline phosphatase-negative cells.

**Figure 5.**
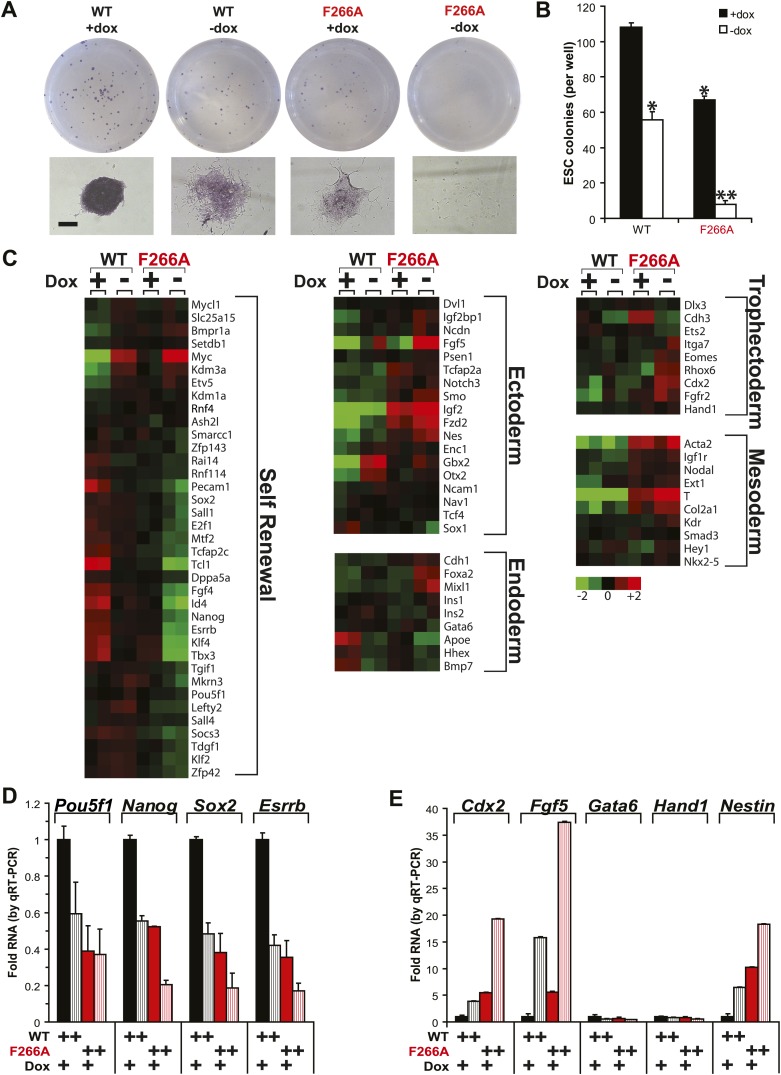
WDR5 F266A mutation causes defects in ESC self renewal and increases differentiation. (**A** and **B**) Alkaline phosphatase staining and morphology of ESC colonies after 6 days growth in conditions specified. WDR5 F266A demonstrates reduced alkaline phosphatase positive colonies with increased differentiation compared with wild type. (**A**) Representative wells and colony morphology. Scale bar represents 200 μm. (**B**) Quantitation of colonies per well. (**C**) Microarray data reveal that both WDR5 F266A +dox and WDR5 WT −dox displayed loss of self renewal genes. WDR5 F266A +dox further demonstrates increased expression of ectodermal and mesodermal markers. Mixl1 is a mesendoderm marker indicative of potential for both endoderm and mesoderm. (**D** and **E**) qRT-PCR validation of (**D**) reduced expression of ESC pluripotency genes and (**E**) ectopic expression of differentiation genes with either WDR5 F266A expression or shutoff of WDR5 WT. qRT-PCR values were first normalized to the housekeeping gene beta-actin, then normalized to WT. Mean +/− SD are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02046.009

WDR5 directly binds to the chromatin of key genes required for in ESC self renewal (Ang et al., 2011). Genome-wide expression profiling further confirmed that WDR5 F266A was unable to sustain the gene expression program associated with ESC self-renewal and pluripotency, and instead allowed ectopic expression of genes indicative of ectodermal and mesodermal lineages (Figure 5C). Validation of microarray results by qRT-PCR further demonstrated that ESCs expressing WDR5 F266A had significantly reduced mRNA levels of pluripotency regulators *Pou5f1*, *Nanog*, *Sox2,* and *Esrrb*, but upregulation of differentiation markers *Cdx2*, *Fgf5*, and *Nestin* (Figure 5D,E).

## Discussion

### Identification of a WDR5-RNA interface

Guided by the crystal structure and comprehensive mutagenesis, we identified the lncRNA binding cleft in WDR5. WDR5 is a multifunctional adaptor protein that can interact with multiple subunits of the MLL complex, such as MLL itself and RbBP5, as well as with regulators and substrates of the complex, such as HOTTIP and histone H3 arginine 2 symmetric demethylation (H3R2me2s) (Migliori et al., 2012). The MLL and H3R2me2s share the same binding pocket, and we found that HOTTIP and RbBP5 share a distinct binding pocket. While Pou5f1 has been reported to bind WDR5, we found no difference in the WDR5 F266A lncRNA binding mutant for its interaction with Pou5f1 (data not shown). Nonetheless, these multitudes of interactions suggest that molecular arrangements in this complex may be dynamic and intricate.

By strategic structure-guided mutagenesis, we identified WDR5 F266A as a mutant that has a specific defect in binding the lncRNA HOTTIP, but does not impact interactions with MLL1, RbBP5, or Ash2L. More importantly, the F266A mutation does not diminish MLL1 complex catalytic activity in vitro. Thus, although HOTTIP and RbBP5 share an overlapping binding pocket, the specific residues required for binding appear fundamentally different. This result is not surprising, given the electrostatic and three dimensional structure differences between peptides vs RNAs. The WDR5 F266A mutant is largely deficient in gene activation in cells, suggesting that direct lncRNA-protein interactions are important for WDR5 function in vivo.

### Requirement of a RNA-binding interface in WDR5 for gene activation in ESC self renewal

We replaced endogenous WDR5 in mouse ESCs with a RNA binding mutant, WDR5 F266A, and found that the RNA binding interface is critical for the accumulation of nuclear and chromatin WDR5. These results suggest that in addition to their roles in recruiting protein complexes to specific genomic loci, lncRNA binding may also regulate the longevity of their interacting protein complexes **(**Figure 6). When able to bind RNAs, wild type WDR5 displays a long nuclear and chromatin half-life, thus allowing formation of the MLL1 complex for H3K4me3 and gene activation of ESC pluripotency genes. However, when unable to bind RNAs, WDR5 mutant is rapidly turned over, causing loss of H3K4me3 and reduced expression of pluripotency genes. Thus, RNA binding may directly or indirectly regulate protein turnover for epigenetic regulation. It is possible that WDR5 protein that is not properly complexed or localized on chromatin are degraded by default, or WDR5 degradation may be a regulated mechanism (Nakagawa and Xiong, 2011). In our study, ability to bind RNAs extends WDR5 protein half-life by an additional 12 hr to approximately 24 hr, which starts to approach the time scale of an entire cell division cycle (especially in ESCs). With the extended protein longevity, lncRNAs may then regulate protein occupancy on chromatin during cellular maintenance, as well as aid in transmission of epigenetic regulators across cell generations. In this manner, lncRNAs may play crucial roles in regulating the multigenerational transmission of epigenetic proteins required for maintenance of cell state.

**Figure 6.**
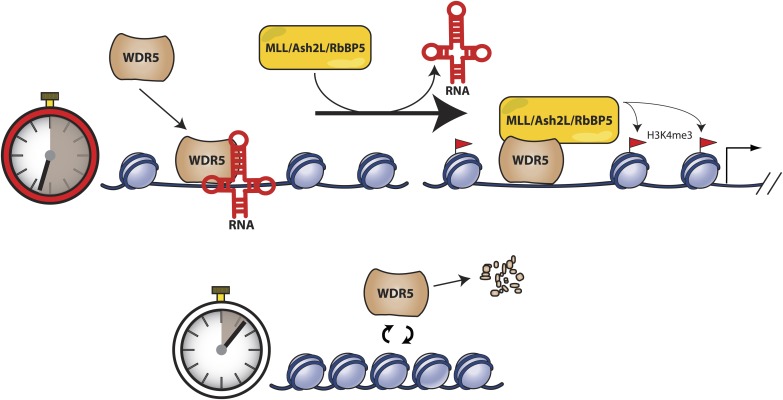
Model for RNA-mediated switch of protein turnover to activate target genes. Expressed lncRNAs bind the WDR5 protein to increase protein stabilization on chromatin, which facilitates MLL complex assembly and methyltransferase activity for target gene activation. Without lncRNA binding, WDR5 fails to associate effectively with chromatin and is rapidly degraded. **DOI:** http://dx.doi.org/10.7554/eLife.02046.010

Given the dynamic regulation of nucleosome/chromatin mark turnover, protein stability also greatly affects the epigenetic landscape within the cell. Nucleosomes are turned over in a dynamic and regulated fashion at specific genomic loci (Dion et al., 2007; Mito et al., 2007; Deal et al., 2010), and histone tails can be proteolyzed during differentiation to erase prior histone modifications (Duncan et al., 2008). In our example, the loss of stabilized WDR5 leads to an inability to maintain global H3K4me3 level, loss of expression of pluripotency regulators, and loss of ESC self renewal. Interestingly, the impact of F266A mutation on H3K4me3 level is modest in steady state conditions, but becomes quite striking with transcriptional shutoff of WDR5. We interpret these results to indicate that WDR5 stability is important for the robustness of the active chromatin state, exemplified by H3K4me3. In the absence of stabilized WDR5, H3K4me3 becomes much more sensitive to fluctuations in the transcriptional levels of WDR5 and likely other subunits of the MLL complex. Thus, these results reveal a new facet for RNA regulation in the connection between protein half-lives and the temporal transmission of epigenetic information via chromatin.

### A family of RNA partners for WDR5-MLL complex

RIPiT-seq reveals nearly 1500 cellular RNAs in ESCs that are associated with WDR5 complex in a manner dependent on the WDR5 RNA binding pocket. These results support and substantially broaden the scope of RNAs that may impact WDR5’s function, including many lncRNAs and mRNAs that collectively may equal the copy number of WDR5 protein. 

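The F266A and empty vector lines, both controls in the rule, were also compared with each other. In the input-corrected comparison of F266A against the empty vector, 0 of the 9787 genes had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and 243 had an unadjusted p under 0.05. With the replicate number as a block these numbers were 0 and 280. The median difference over genes was 0.10 on the log2 scale, and after quantile normalization between libraries it was 0.00089. A pseudocount of 0.1 in the place of 1 gave 88 genes, all with a higher enrichment in F266A.

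More genes passed when the IPs of these controls were compared without their inputs. That fit leaves out the error of the single inputs, so its standard errors are smaller. For Wdr5 the standard error of F266A against the empty vector was 0.21 with inputs and 0.12 without. A higher number of genes therefore does not show that the IPs differed more. For F266A against the empty vector 447 genes passed the same threshold, 114 of them higher and 333 lower in F266A. For WT against F266A 114 genes passed, 76 of them higher and 38 lower in WT. For WT against the empty vector 0 passed, while 554 had an unadjusted p under 0.05. With the replicate number as a block, 596 genes passed for F266A against the empty vector, 169 of them higher and 427 lower in F266A. For WT against F266A 153 then passed, 107 of them higher and 46 lower in WT. For WT against the empty vector 7 then passed, all 7 lower in WT. Without inputs, a difference in RNA level between the lines cannot be told apart from a difference in pulldown. The paper describes the tagged lines as isolated clones. The adjusted p measures the spread between IPs of a line, so it cannot separate the construct from the clone. Both F266A IPs also differed from each other in RNA of Y-linked genes. The summed RPKM of Ddx3y, Uty and Eif2s3y, chosen after their values were seen, was 4.43 in the F266A input, 0.038 in F266A IP replicate 1 and 7.21 in replicate 2.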

The WDR5 F266A lncRNA-binding deficient mutant provides an ideal reagent to act as nonbinding control in the systematic genome-wide identification of functional WDR5-binding RNAs. Our data find that some of the recent discovered lncRNAs important for ESC self-renewal and pluripotency are associated with WDR5 (Guttman et al., 2011; Chakraborty et al., 2012), including five lncRNAs with ESC phenotypes that do not bind repressive chromatin complexes. However, there are numerous additional RNAs that have not been characterized with respect to cell fate control or chromatin function, and thus suggest additional layers of regulation at the level of lncRNAs. Comparative analysis of genomic locations of WDR5 occupancy and WDR5 RNA binding suggest configurations that are compatible with both *cis* or *trans* regulation. Studies of other chromatin modification complexes have shown that a single complex (e.g., PRC2) can interact with thousands of RNAs, each of which can regulate a subset of genes targeted by the complex (Khalil et al., 2009; Zhao et al., 2010). Additionally, promiscuous binding of RNAs may allow PRC2 and other silencing factors to survey the genome and distinguish transcribed vs non-transcribed regions (Davidovich et al., 2013; Di Ruscio et al., 2013; Kaneko et al., 2013). A similar model likely applies to MLL and other gene activating complexes as well. The MLL complex possesses multiple components with RNA-binding capabilities. While WDR5 binds HOTTIP, NeST, and many other RNAs as shown here (Wang et al., 2011; Gomez et al., 2013), MLL1 itself also has domains that bind RNAs in specific and nonspecific fashions (Krajewski et al., 2005; Bertani et al., 2011). Cyp33, an allosteric regulator of MLL, also contains a RNA recognition motif, and its regulation of MLL can be controlled in an RNA-dependent manner (Hom et al., 2010; Wang et al., 2010). The presence of multiple RNA interaction domains suggests intimate and potentially multiple roles for RNAs in the control of H3K4me3 and programming active chromatin.

## Materials and methods

### Cell lines, antibodies, and vectors

HEK293T/17 cells were obtained from the American Type Culture Collection (ATCC). The HEK293T 5XUAS-Luciferase cell line has been previously described (Wysocka et al., 2005). V6.5 mouse embryonic stem cells were grown on 0.2% gelatinized plates in Knockout DMEM supplemented with 15% FBS, 1% Glutamax (35050; Invitrogen, Carlsbad, CA), 1% nonessential amino acids, 1% Pen/Strep, 0.2% β-mercaptoethanol, LIF (ESGRO1107; 1:10000; Millipore, Billerica, MA), and 2 µg/ml doxycycline (D9891; Sigma, St. Louis, MO). To maintain consistent levels of doxycycline, media was changed every 2 days. Antibodies used were: anti-FLAG-M2 (F1804; Sigma, St. Louis, MO), anti-β actin (ab8227; Abcam, Cambridge, MA), anti-RbBP5 (A300-109A; Bethyl, Montgomery, TX), anti-H3K4me3 (ab8580; Abcam, Cambridge, MA), anti-β tubulin (ab6046; Abcam, Cambridge, MA), anti-H3 (ab1791; Abcam, Cambridge, MA), anti-WDR5 (07-706; Millipore, Billerica, MA), and anti-HA (MMS-101P; Covance, Princeton, NJ). All immunoprecipitations were conducted using anti-FLAG-M2 (A2220; Sigma, St. Louis, MO) or mouse IgG (A0919; Sigma, St. Louis, MO) agarose beads. Unless noted, all expression vectors were cloned into pcDNA3 or pcDNA3.1 + backbones.

### qRT-PCR primers:

Hottip (F:CCTAAAGCCACGCTTCTTTG, R:TGCAGGCTGGAGATCCTACT)
Hist1h2bg (F:GGCATCATGAATTCCTTCGT, R:GCTTGTTGTAGTGGGCCAGA)
Hotair (F:GGTAGAAAAAGCAACCACGAAGC, R:ACATAAACCTCTGTCTGTGAGTGCC)
Flag-Wdr5 (F:GACTACAAAGACGATGACGACAA, R:TCCCAGCTTGTGACCAGATA)
Gapdh (F:AGGTGGAGGAGTGGGTGTCGCTGTT, R:CCGGGAAACTGTGGCGTGATGG)
Rnu1 (F:ATACTTACCTGGCAGGGGAG, R:CAGGGGGAAAGCGCGAACGCA)
Actb (F:GCTGTATTCCCCTCCATCGTG, R:CACGGTTGGCCTTAGGGTTCAG)
Esrrb (F:GGGTAGAGCCCACTTGTTCA, R:AGGTAGCCTGGGTTTTTGCT)
Cdx2 (F:CCTGCGACAAGGGCTTGTTTAG, R:TCCCGACTTCCCTTCACCATAC)
Fgf5 (F:AAAGTCAATGGCTCCCACGAA,R:GGCACTTGCATGGAGTTTTCC)
Gata6 (F:ACAGCCCACTTCTGTGTTCCC, R:GTGGGTTGGTCACGTGGTACAG)
Hand1 (F:GCGTCAGTACCCTGATGCCTTC, R:AAAGAGGAGGTAAGAGGACGGAAG)
Nanog (F:TGGTCCCCACAGTTTGCCTAGTTC, R:CAGGTCTTCAGAGGAAGGGCGA)
Nestin (F: AGGCGCTGGAACAGAGATT, R: TTCCAGGATCTGAGCGATCT)
Pou5f1 (F:GTGGAGGAAGCCGACAACAATGA, R:CAAGCTGATTGGCGATGTGAG)
Sox2 (F:CAGGAGAACCCCAAGATGCACAA, R:AATCCGGGTGCTCCTTCATGTG)

### In vitro GST pulldown and competition

GST pulldown and competition assays were performed as previously described, with modifications (Wang et al., 2011). GST-tagged WDR5 wild type, mutants, and GST control proteins were expressed and purified from *E. coli* as previously described (Smith and Johnson, 1988). GST proteins were bound to glutathione sepharose 4B (Amersham/GE Healthcare, Pittsburgh, PA), blocked with 0.2 mg/ml BSA (Ambion, Carlsbad, CA) in 2X binding buffer (40 mM HEPES pH 7.6, 200 mM KCl) at 4°C for 1 hr. For peptide competition assays, indicated peptides (Elim Biopharmaceuticals) were also added. 0.04 mg/ml heparin (H3149; 1:1; Sigma, St. Louis, MO) was added to further block nonspecific RNA binding. Protein-bound beads were then incubated with folded T7-transcribed HOTTIP or histone 1H2BG mRNA for 45 min (T7; Promega, Madison, WI). Beads were washed twice with PB200 (20 mM HEPES pH 7.6, 200 mM KCl, 0.05% NP-40) and once with DEPC-treated water to remove detergents. After resuspension in water, beads were directly used in qRT-PCR reactions to determine RNA levels. To confirm lack of degradation, bead-bound proteins were analyzed by Silver Stain Plus (Bio-Rad, Hercules, CA).

### Native RNA immunoprecipitation (RIP)

Native cell-based RNA immunoprecipitation was performed as previously described with modifications (Dignam et al., 1983). 293T cells were transfected with pcDNA3.1+FLAG-WDR5 and RNA expression plasmid. After 48–72 hr, cells were harvested by scraping in cold PBS, spun down, and pellets were then snap frozen in liquid nitrogen and stored at −80°C. Cells were resuspended in Buffer A (10 mM HEPES pH 7.5, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 1.0 mM PMSF, supplemented with RNaseOUT [1:100; Invitrogen, Carlsbad, CA]), and cell membranes were lysed with 0.25% NP-40. After centrifugation, resulting nuclei were further lysed in Buffer C (20 mM HEPES pH 7.5, 10% glycerol, 0.42M KCl, 4 mM MgCl_2_, 0.5 mM DTT, 1.0 mM PMSF supplemented with RNaseOUT [1:100]). Resulting whole cell lysates were immunoprecipitatied with mouse anti-FLAG-M2 or control mouse IgG agarose beads, and washed four times with wash buffer (50 mM Tris–HCl pH 7.9, 10% glycerol, 100 mM KCl, 5 mM MgCl_2_, 10 mM β-mercaptoethanol, 0.1% NP-40). To confirm immunoprecipitation, FLAG peptide-eluted protein-RNA complexes were analyzed by western blot. Coimmunoprecipitated RNA was extracted using Trizol LS (Life Technologies, Carlsbad, CA) and Qiagen RNeasy columns, treated with TURBO DNAfree, and then analyzed by qRT-PCR (Brilliant II Sybr Green). Resulting values were defined as fraction of input, then normalized to the positive control sample.

### Formaldehyde crosslinked RIPiT-seq

RIPiT-seq was performed large as described previously (Singh et al., 2013) with the following modifications. ESCs were fixed for 15 min with 1% formaldehyde in 1xPBS at 25°C. The reaction was stopped by added 1/10^th^ the volume of 1.25M Glycine. For a typical RIPiT-seq experiment chromatin was prepared from ∼1 × 10^7^ cells by thawing previously crosslinked ESC pellets and resuspending in 880 μl of Nuclear Lysis Buffer (50 mM Tris–HCl pH 7, 10 mM EDTA, 1% SDS) supplemented with fresh Protease Inhibitor Cocktail (Roche, Indianapolis, IN), 10 mM PMSF, and RNaseOUT (1:100). Chromatin was sheared in a Covaris E220 ultrasonicator to a size of 200–500 bp. The first IP was performed with 50 μl of FLAG-M2 agarose slurry (Sigma, St. Louis, MO) for 4 hr at 4°C on rotation. Samples were washed one time 1 ml in series at 4°C for 5 min each with the following buffers: High Stringency Buffer (15 mM Tris–HCl pH 7, 5 mM EDTA pH 8, 2.5 mM EGTA pH 8, 1% Triton-X100, 1% Sodium Deoxycholate, 120 mM NaCl, 25 mM KCl), High Salt Buffer (15 mM Tris–HCl pH 7, 5 mM EDTA pH 8, 2.5 mM EGTA pH 8, 1% Triton-X100, 1% Sodium Deoxycholate, 1M NaCl) and NT2 Buffer (50 mM Tris–HCl pH 7, 150 mM NaCl, 1 mM MgCl_2_, 0.0005% NP-40). Captured FH-WDR5 complexes were then eluted from the FLAG-M2 agarose by incubating each sample in 500 μl of FLAG Elution Buffer (50 mM Tris–HCl pH 7.5, 250 mM NaCl, 0.5% NP-40, 0.1% Sodium Deoxycholate) and 0.5 μg/ml FLAG Peptide (PAN Facility, Stanford University) for 25 min at 4°C on rotation. The FLAG elution was repeated once, achieving a total elution volume of 1 ml. FH-WDR5 complexes were then captured by adding 10 μl HA-agarose slurry (Pierce) to each sample for 1 hr at 4°C on rotation. The samples were then washed as previously done on the FLAG-M2 beads. After washing each sample was resuspended in 100 μl of ProteinaseK Buffer (10 mM Tris–HCl pH 7, 100 mM NaCl, 1 mM EDTA pH 8, 0.5% SDS) and 5 μl of ProteinaseK (Ambion, Carlsbad, CA) for 45 min at 50°C in a Thermomixer (Eppendorf, Hauppauge, NY) at 1000 rpm. After ProteinaseK treatment 500 μl of Trizol LS (Qiagen, Venlo, Limburg) was added to each sample, vortexed for 10 s, and incubated at 25°C for 5 min. Total RNA was recovered from each sample with the miRNeasy kit (Qiagen, Venlo, Limburg) following the manufacturer’s instructions, treated with TURBO-DNAfree (Ambion, Carlsbad, CA), and repurified with the miRNeasy kit. The Ovation v2 Kit (NuGEN, San Carlos, CA) was used according to the manufactures instructions to produce dsDNA from the purified RNA enriched by the RIPiT. DNA isolated from the Ovation v2 Kit was then used in the NEBNext ChIP-Seq Library Prep Master Mix Set for Illumina Kit (NEB, Ipswich, MA) following the manufactures instructions to produce barcoded deep sequencing libraries. Library PCR material was quality checked and quantified on an Agilent BioAnalyzer 2100 and samples were sequenced with a run type of 1 × 50 bp on an Illumina HiSeq 2500 machine.

### RIPiT-seq data processing and analysis

Sequencing reads were mapped to the mouse genome (mm9 assembly) using TopHat (version 1.1.3) (Trapnell et al., 2009). Each sample generated 13.6 to 51.1 million mapped sequences, recorded in BAM/SAM format. A non-redundant mm9 transcriptome was assembled from UCSC RefSeq genes, UCSC genes, and predictions from (Ulitsky et al., 2011) and (Guttman et al., 2011). Gene expression in the form of log2d RPKM was calculated using a self-developed script. An enrichment score of each gene in each sample was defined as the fold change of log2d RPKM between the pull down sample vs its corresponding input. A gene was defined enriched in wide-type WDR5 pull down if the minimum enrichment score of this gene in both wide-type replicates is greater than 0 and greater than the maximum of that in empty vector and mutated samples. There were 1434 enriched genes, whose enriched score were clustered using Cluster and plotted in Treeview. WDR5 ChIPseq peaks were downloaded from Ang et al. (2011), and genes whose promoter region (2 kb upstream and 1 kb downstream of its TSS) overlaps with any WDR5 ChIPseq peak were defined as WDR5 bounded genes. Overlay of WDR5 bounded genes with WDR5 RIPseq enriched genes was shown and p value of the significance was estimated using Fisher’s Exact test. RIPiT data are available at Gene Expression Omnibus under the accession number GSE53035.

### Isothermal titration calorimetry

The *K*d values of the WDR5-RbBP5_330–381_, WDR5-MLL1_3762–3802_, WDR5-H3_1–10_ were determined by a ITC200 calorimeter (MicroCal) in buffer 25 mM Tris, 150 mM NaCl, pH 8.0. The latter components were used as titrants. The concentration of macromolecule solution is 60–100 µM and the concentration of titrant is 600–1000 µM. ITC data were analyzed and fit using Origin 7 (OriginLab).

### GST protein pull-down assays

40 µg GST-fused WDR5 (WT or mutants) mixed with MLL1_SET_, Ash2L, RbBP5 were incubated with 10 µl glutathione-Sepharose 4B beads for 2 hr at 4°C. After extensive wash, the bound protein were eluted in 50 mM Tris–HCl, pH 8.0, 300 mM NaCl, 15 mM reduced glutathione. The input samples and eluted samples were loaded on 12% SDS-PAGE and Coomassie stained.

### Histone methylase activity assay and SAM binding assay

Reactions were carried out at room temperature for 1 hr in the presence of [^3^H]-SAM (S-adenosyl-L- [methyl-^3^H] methionine) as previously described (Cao et al., 2010). 0.25 mM unmodified H3K4 peptides (10 mer:ARTKQTARKS) was used as substrate. 0.5 µM of WDR5, RbBP5, Ash2L and MLL1_SET_ proteins were used. Each assay was performed in triplicate.

### Luciferase assay

pCMX-GAL4-WDR5 and pRL Renilla Luciferase plasmid were transfected into HEK293T 5XUAS-Luciferase cells using Lipofectamine 2000. 40–48 hr after transfection, cells were harvested and analyzed using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI). Luciferase readings were normalized to Renilla readings.

### Establishment of FLAG-tagged WDR5 rescue ESCs

Lentiviral constructs were generated that that constitutively knock down mouse WDR5 while allowing expression of a doxycycline-inducible human WDR5. The rescue vector pLKO.tre (Ang et al., 2011) was modified by replacing the shRNA-immune mouse WDR5-cDNA with either wild type or F266A mutated human WDR5. The resulting pLKO vectors and rtTA (from Marius Wernig, Stanford University) constructs were cotransfected with packaging plasmids (pLKO: second generation pCMV-dR8.2 dvpr and pCMV-VSVG| rTta: third generation pMDLg/pRRE, pCMV-VSVG, pRSV-Rev) into 293T cells using Lipofectamine 2000 (Invitrogen, Carlsbad, CA). After 16 hr, media was changed. Viruses were harvested after 48 and 72 hr, pooled, and then clarified by centrifugation. Viruses were concentrated using Lenti-X concentrator, incubated with 8 µg/ml polybrene (Sigma H9268, St. Louis, MO) and then used to infect V6.5 ESCs. GFP+ cells were sorted (Stanford Shared FACS Facility) and then cultured as described above. For RNA analysis, 5000 GFP+ cells were plated in media with or without doxycycline, and then harvested after 6 days. For qRT-PCR analysis, resulting values were normalized to control β actin levels, and then normalized to WT+dox.

### Establishment of FLAG-HA-tagged WDR5 wild type and F266A ESCs

Lentiviral constructs were generated that contained either no cDNA, N-terminally FLAG-HA tagged WT WDR5 (human), or N-terminally FLAG-HA tagged WDR5 F266A (human) mutant. The F266A mutant construct has a 20 amino acid N-terminal truncation, which does not affect in vivo function or MLL complex formation. The parent vector was N103 (kind gift from Dr Jerry Crabtree Lab) and contains a puromycin resistance cassette. The resulting modified N103 vectors were reverse transfected with packaging plasmids MD2G and PSPAX2 (kind gift from Dr Jerry Crabtree Lab) into 293T cells using FuGENE HD (Promega, Madison, WI) according to the manufactures protocol. After 16 hr, media was changed. Viruses were harvested after 48 and 72 hr, pooled, and then clarified by centrifugation. Viruses were concentrated using Lenti-X concentrator, incubated with 8 µg/ml polybrene (H9268; Sigma, St. Louis, MO) and then used to infect V6.5 ESCs. Two days after infection clones with successful integration were selected by added 1 µg/ml Puromycin to ESC media. ESC colonies were screened for expression of the FH-WDR5 constructs and only clones with near endogenous levels of the FH-WDR5 or FH-WDR5-F266A proteins were selected.

### Fast performance liquid chromatography analysis of FH-WDR5 ESCs

After isolation and expansion of clonal populations of ESCs with near endogenous levels of FH-tagged wild type or F266A mutant WDR5 nuclei were isolated as described above. Nuclei were lysed in 300 μl of FPLC Buffer (50 mM Tris–HCl pH 7.5, 250 mM NaCl, 10% glycerol, and 0.1% NP-40). The lysates were loaded onto a HiPrep Sephacryl S-500 HR Gel Filtration Column (GE Healthcare Life Sciences, Pittsburgh, PA) using a Pharmacia Biotech FPLC pump system. Fractions (330 μl per fraction) were collected on ice and then subjected to SDS-PAGE and western blot analysis.

### Embryonic stem cell fractionation

ESCs were fractionated as previously described (Tee et al., 2010), with modifications. To isolate nuclei and cytoplasm, Pellets were lysed in nuclei isolation buffer (NIB: 10 mM Tris pH 7.5, 60 mM KCl, 15 mM NaCl, 1.5 mM MgCl_2_, 1 mM CaCl_2_, 250 mM Sucrose, 10% glycerol, and 0.1% NP-40). Lysates were centrifuged at low speed to separate cytoplasm (supernatant) from nuclei (pellet). Cells were washed once with NIB without NP-40, resuspended in NIB without NP-40, and treated with Turbo DNase (Ambion, Carlsbad, CA). EDTA was added to a final concentration of 10 mM to neutralize the DNase. After centrifugation, the resulting washed pellet was resuspended in NIB, and NaCl was added to a final concentration of 500 mM to lyse the nuclei.

For chromatin isolation, cells were lysed with cytoskeleton buffer (CSK: 10 mM PIPES KOH pH 7, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 0.5% Triton X-100), centrifuged, and the resulting pellet was washed twice more with CSK buffer. The washed pellet was resuspended in CSK buffer, and treated with Turbo DNase to release chromatin-bound proteins.

### Alkaline phosphatase staining

For colony forming assays, FLAG-tagged WDR5 rescue v6.5 ESCs were counted by flow cytometer, as well as hemocytometer, and 250 cells were plated onto 12 well plates with full media with or without doxycycline. After 6 days, cells were fixed with 1:1 methanol:acetone, then stained using Vector Blue (Vector Laboratories, Burlingame, CA) per the manufacturer’s instructions.

### Microarray analysis

cDNA was synthesized, labeled, and hybridized to Affymetrix Mouse 430 2.0 arrays in biologic duplicates (Stanford Protein and Nucleic Acid Facility). Arrays were normalized by robust multi-array average (RMA) using justRMA package in R, and probes that had an expression value greater than 50 in at least one sample were defined as expressed probes. For each expressed probe, its expressions were log2ed, and the gene expression was defined as the average expression of all the expressed probes that attached to this gene. Differential expression was performed using significance analysis of microarrays (SAM) 3.0 (Tusher et al., 2001) with a false discovery rate less than 5%, an average fold change ≥2 in any compared groups. Heatmaps show mean-centered gene expression, based on previously described expression patterns (Ang et al., 2011). Microarray data are available at Gene Expression Omnibus under the accession number GSE36513.

How the deposited data were processed for this re-analysis (not part of the article)

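RIPiT-seq was analysed in 3 mouse ESC lines (empty vector, FLAG-HA WDR5 WT and FLAG-HA WDR5 F266A), each with 2 IP libraries and 1 input library, 9 libraries in all. Every library was assigned to its line, fraction and replicate number from its deposited label and Figure 4B. The replicate numbers 1 and 2 that the lines share come from the same labels, and the paper's text does not state whether replicates of the same number were processed together.

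The authors mapped the reads to mm9 with TopHat 1.1.3 and deposited RPKM per gene, calculated with their own script, for RefSeq gene symbols. The paper also built its transcriptome from UCSC genes and lincRNA predictions, and these were not analysed here. The RPKM had already been divided by transcript length and by mapped reads when deposited, so differences in the share of reads that fall on genes remain in them. This share, from the RPKM and the exon lengths of the 21046 symbols with 1 gene of that name in GENCODE M1 (mm9), was 22.3% in the WT input, 20.1% in the F266A input and 22.6% in the empty vector input, and lay between 27.2% and 29.5% in the IPs. No pair of libraries held equal values above 0 in any row, so each was counted as a separate library.

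RPKM are not counts, and no count test was used. Depth was estimated per library from the most frequent lowest step of RPKM times exon length, which is the value of 1 read, and ranged from 13400000 to 50100000 mapped reads. At these depths a gene with an RPKM of 1 and 1 kb of exons has 13.4 reads in the least deeply and 50.1 reads in the most deeply sequenced library, so scores of genes below an RPKM of 1 rest on few reads. These estimates cover counting error only, because PCR copies of a molecule are not independent.

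Enrichment scores were log2 (RPKM + 1) of the IP minus log2 (RPKM + 1) of the input of the same line, and differences on this scale understate the change of genes with low RPKM. A gene met the rule of the paper when the lower WT score was above 0 and above all 4 scores of F266A and the empty vector. The rule was also applied with every other pair of the 6 IPs in the place of WT. Differences between lines were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a mean-variance trend) on log2 (RPKM + 1) of the 9787 genes with an RPKM of at least 1 in at least 2 libraries, with 1 coefficient per line and fraction, and a Benjamini-Hochberg adjusted p under 0.05 as threshold. The spread in this fit comes from the 3 pairs of IPs. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Both procedures were tested on simulated data. Of 200 genes raised 4-fold in the WT IPs, the rule returned 200 with sampling noise added, together with 2132 of the 23932 unchanged genes. The limma comparison of WT with the mean of both controls recovered 188 of 200 genes changed by 1, 2, 3 or 4 on the log2 scale. It called 11 others among 9787.

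RNA classes came from the RefSeq gene table for GRCm38.p6, used for names and transcript types only, since the deposited table carries symbols without transcript identifiers. Of the 24132 symbols, 22137 matched by symbol and 1826 by an older name, and 169 had no match. Positions are those of GENCODE M1 on mm9. The genes named in the text, apart from those given last, were fixed by rule before the data were examined. They are Wdr5, the genes of Supplementary file 1 with single values for Myc and Bmp4, the lncRNAs labelled in Figure 4B where the table has those names (it has 0 of the 22 labels), the pluripotency and differentiation genes Pou5f1, Nanog, Sox2, Esrrb, Cdx2, Fgf5 and Nes, the 5 genes with the highest lower WT score among those that met the rule at a mean RPKM of at least 1, and up to 5 genes per limma comparison with an adjusted p under 0.05, of which there were 0. Y-linked and endoderm genes, and the genes that overlap the 5 genes above, were added after the values were seen.

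The alternatives tried were pseudocounts of 0.1 and 0.01 and none, filters on RPKM, centred scores, a common input, a minimum WT enrichment of 1.5-fold, a margin of 0.5, quantile normalization, IPs without inputs, the replicate number as a block, eBayes without trend, and leaving out each IP replicate in turn. Scaling the RPKM of every library to the same share of reads on genes was added after seeing the data. ChIP-seq, microarray and qPCR experiments of the paper were not analysed here.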

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

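The tests of the share of reads on genes, of other pairs of libraries and of read depth on the endoderm markers were chosen only after the results were seen. The test on endoderm markers was written before the values of 13 of its 20 genes were looked at.

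The rule that defines enriched genes returned 3272 genes with F266A in the place of WT, against 1157 for WT and 955 for the empty vector. The paper does not report this number, and it stands out because it is above that of the empty vector control. A technical explanation is the share of reads that falls on genes, which was lowest in the F266A input. On the log2 scale the share in the IPs exceeded that in the input by 0.44 to 0.47 for F266A and by 0.34 to 0.39 for WT and the empty vector, an offset that enters every score of a line. With the RPKM of every library scaled to the same share of reads on genes, the number for F266A fell to 1850, still above the 1407 of WT and the 1053 of the empty vector. With the mean of the 3 inputs as the input of every line, which takes away the separate F266A input, it was 2244, against 1054 for WT and 1494 for the empty vector. Both corrections thus left F266A above WT. Libraries simulated with the same mean profiles for all lines, with only their share of reads on genes, their depth and read sampling, gave F266A 3950 genes on average over 100 draws, from 3791 to 4083, against 2906 in the real data on the same 18095 genes. In these draws WT had 890.7 genes on average against 1023, and the empty vector 1093 against 876. How much of the F266A number comes from the share of reads on genes therefore cannot be told. Centring the scores of each IP on their median, which gave 690 genes for F266A, removes any offset of a line whatever its cause, so it cannot test this explanation. The number for WT was also set against other pairs of IP libraries. Of the 9 pairs with 1 library of each replicate number, 3 gave at least as many genes as the WT pair, which includes the WT pair itself. With 9 pairs a share below 0.05 cannot be reached, so chance cannot be ruled out. A biological explanation of the F266A number was not tested.

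RNAs from a list of primitive endoderm markers were mostly higher in the F266A input than in the other inputs. The paper's text does not discuss these genes, apart from Gata6 in its list of qRT-PCR primers. The summed RPKM of 20 listed markers was 89.3 in the F266A input, against 46.3 in the empty vector input and 44.9 in the WT input, and 17 of the 20 were highest in the F266A input. Gata4, for example, had an RPKM of 1.90 in the F266A input, 0.16 in the empty vector input and 0.069 in the WT input. In the IPs the sum was 46.8 in F266A replicate 1 and 114.2 in F266A replicate 2, against 52.7 and 53.6 in WT and 56.4 and 54.0 in the empty vector line. F266A replicate 1 thus had the lowest sum of the 6 IPs, but single markers differed in direction, with 10 of the 20 above all 4 WT and empty vector IPs in replicate 1 and 6 below all 4. In replicate 2, 18 were above and 1 was below all 4, and 18 of the 20 markers were lower in replicate 1 than in replicate 2. Read depth does not explain the difference, since about 19030 reads of the F266A input are estimated to lie on these markers. A candidate explanation is that some of the cells behind the F266A input had differentiated. Of the 13 markers whose values had not been seen, 10 were highest in the F266A input (exact binomial test against 1 in 3, one-sided, p = 0.00165, across genes, which are not independent). This is a hypothesis, and each line has 1 input, so a difference between cultures cannot be told apart from an effect of F266A on the input.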

How the results depend on the processing

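All settings were fixed before the data were examined, except the scaling to the same share of reads on genes, which was chosen after seeing the data. The number of genes that met the rule with WT stayed within 1.5 times of 1157 with pseudocounts of 0.1 and 0.01, with none, with a common input, and with the scaling to the same share of reads on genes (1407). It was 518 among genes with an RPKM of at least 1 in at least 2 libraries, 408 among genes with an RPKM of at least 1 in every library, 723 with centred scores, 104 with a lower WT score above 1.5-fold and 11 with a margin of at least 0.5. Leaving out 1 IP replicate in turn gave from 1426 to 3354 genes. Of the 1157 genes, 1121 also met the rule with a pseudocount of 0.1, 448 with centred scores and 408 with a common input. For the genes of Supplementary file 1 the number of 17 fell to 2 with a common input, to 3 with a lower WT score above 1.5-fold and to 0 with a margin of at least 0.5. The filters only removed genes, since all 518 and 408 genes were among the 1157. Centring is also stricter, since each WT score must then exceed the median of its IP, 0.27, and not 0. The median lower WT score of the 1157 genes was 0.19. How much of the drop with centred scores comes from this was not tested, and neither was the cause for the common input. A threshold of 1.5-fold or a margin of 0.5 is a stricter criterion, and leaving out a replicate is a looser one, under which all 1157 genes still met the rule.

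The noncoding share of the genes that met the rule was 8.33% and stayed below that of the other genes, past 0.05, with pseudocounts of 0.1 and 0.01, centred scores and a common input. It was 4.66% with the filter in at least 2 libraries and 3.21% with the filter in every library, where the difference was no longer past 0.05. Of the 15 pairs of IP libraries, those with at least as many genes as the WT pair were 5 in the main setting, 8 with the filter in at least 2 libraries, 3 with centred scores, 8 with a common input and 3 with the scaling to the same share. With F266A in the place of WT, 2297 and 1806 genes met the rule under the 2 filters and 690 with centred scores. A common input gave 2244 and the scaling to the same share 1850. Pseudocounts of 0.1 and 0.01 went the other way, with 3669 and 3839 genes against 3272 in the main setting. With the empty vector, 438 and 304 genes met it under the 2 filters and 1494 with a common input. Among genes with a mean RPKM of at least 10 the replicate correlation went from 0.43 to 0.74 for the empty vector, from 0.20 to 0.39 for F266A and from -0.16 to -0.29 for WT.

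The limma comparisons of WT with F266A, with the empty vector and with their mean, and of F266A with the empty vector, each gave 0 genes in the main setting, with 259, 173, 135 and 243 genes at an unadjusted p under 0.05. They also gave 0 with the replicate number as a block (307, 202, 166 and 280 at an unadjusted p under 0.05), after quantile normalization (146, 200, 151 and 212), without trend (252, 181, 132 and 238) and with the filter in every library (140, 61, 105 and 82). With a pseudocount of 0.1 the comparison of F266A with the empty vector gave 88 genes and the other comparisons 0, with 331, 111 and 170 at an unadjusted p under 0.05. With all 20431 genes above 0 the comparisons gave 33, 45, 40 and 22 genes, of which 0 had an RPKM of at least 1 in at least 2 libraries. With scores as values, which treats the single input as known, WT against F266A gave 2 and WT against the mean 4 genes, all of them lower in WT. F266A against the empty vector gave 135 genes, 131 of them higher and 4 lower in F266A. WT against the empty vector gave 0, with 910 at an unadjusted p under 0.05. With IPs alone, WT against F266A gave 114 and F266A against the empty vector 447, while WT against the empty vector and against the mean gave 0, with 554 and 702 at an unadjusted p under 0.05. With the replicate block the numbers were 153, 7, 12 and 596, and of the 12 genes 1 was higher and 11 were lower in WT. Fits on scores or on IPs alone leave out the error of the inputs, which makes their standard errors smaller. Other causes of these changes were not tested.

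Leaving out a replicate of a compared line leaves it with 1 IP, so no calls were made. Leaving out a replicate of the third line, in the comparisons of 2 lines, gave 0 genes each time, with at least 115 at an unadjusted p under 0.05 in each. With a replicate of a compared line left out, the median difference over genes ranged from -0.121 to -0.0796 for WT against F266A and from 0.086 to 0.13 for F266A against the empty vector. Quantile normalization moved this median from -0.09 to 0.0029 and from 0.10 to 0.00089.

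With IPs alone the difference between WT and the mean of the controls changed sign to 0.39 for Wdr5, -0.54 for Myc and -0.28 for Bmp4, with and without the replicate block, and after quantile normalization to 0.0076 for Wdr5. The lower WT score changed sign with a common input to -0.063 for Myc, -0.077 for Ceacam1 and -0.085 for Ceacam2, and with centred scores to -0.13 for Ceacam2. Of the other scores of named genes under the alternatives, 125 kept their call, 26 gained it and 7 lost it.

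Depth limits the genes below an RPKM of 1, which are 639 of the 1157 genes by the filter in at least 2 libraries, and the single input of each line limits every score.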

Differences from the paper's values

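The number of enriched noncoding RNAs outside the miRNAs and snoRNAs differed from the paper's lncRNA class. It was 73 here, against about 220 in Fig. 4A, read by eye, which is the paper's value and includes lincRNA predictions that were not analysed here. None of the alternatives set for the RNA classes before the data were examined closed the gap, with 85 for a pseudocount of 0.1, 95 for a pseudocount of 0.01, 69 for a common input, 24 for centred scores and 13 and 6 for the 2 filters on RPKM.

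The paper names Myc and Bmp4 among its enriched mRNAs. In the main setting both missed the rule, with lower WT scores of 0.56 and 1.16 against highest control scores of 0.72 and 1.26, and so did Ceacam1, Ceacam2 and Foxh1 of Supplementary file 1, leaving 17 of the 22 listed genes. All 22 met the rule with a pseudocount of 0.1, with a pseudocount of 0.01, and with no pseudocount among genes above 0 in every library. Some of the 5 also met it when 1 replicate was left out. Myc did without WT replicate 2 or without F266A replicate 1, Bmp4 without WT replicate 2 or F266A replicate 2, Ceacam1 without WT replicate 1 or empty vector replicate 2, Ceacam2 without WT replicate 2 or F266A replicate 2, and Foxh1 without WT replicate 1 or empty vector replicate 1.

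The paper's text gives 23 mRNAs of the pluripotency screen, and Supplementary file 1 lists 22 gene symbols. The paper's total of 1434 enriched RNAs and the 1157 found here are within 1.5 times of each other. The settings nearest to the paper's total were a pseudocount of 0.01 with 1369 genes and the scaling to the same share of reads on genes with 1407. That scaling was chosen after seeing the data. Also near were the runs without empty vector replicate 1 (1426) and without empty vector replicate 2 (1444). The paper's transcriptome also held UCSC genes and lincRNA predictions, which were not analysed here. Nearness to its total therefore does not show which setting the paper used.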

Other observations

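The test of read sampling was written before its result was seen, but how it was judged was changed after, and the tests on the WT input and on Y-linked genes only after.

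How many genes the rule returns from read sampling alone was examined with simulated libraries. Each simulated IP or input had the mean profile of all IPs or all inputs, the scale and estimated depth of its real library, and no other difference between lines. Over 100 draws on 18095 genes, the rule with WT returned 820 genes on average, from 743 to 901, while the real data gave 1023 of these genes, more than any draw. With centred scores the real data gave 633 genes and the draws 618 on average, and 28 of the 100 draws gave at least as many. For the empty vector the draws gave 777 genes on average, from 719 to 837. The real data gave 876, so the empty vector number was also above every draw. For F266A the draws gave 5042 on average against 2906. With centred scores these were 631 against 656 and 972 against 590. For F266A every draw thus gave more genes than the real data, and the simulated test of the rule, with equal depth in all libraries, called 2132 of 23932 unchanged genes. Since the draws for F266A lie so far from its real number, they cannot show how much of the WT number comes from read sampling.

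The level of the single WT input may contribute to which genes meet the rule. Among the 518 genes that met it and had an RPKM of at least 1 in at least 2 libraries, the WT input was below both other inputs in 65.6%, against 15.6% of the other genes in that filter. A low input raises both scores of a line, so the rule favours such genes by its form and this test cannot tell how much of the number comes from input variation. For genes that met the rule with the empty vector or with F266A in the place of WT, the share with the lowest input in that line was 52.5% and 82.7%, against 22.8% and 58.9% of all genes in that filter. Measured without inputs, both WT IPs had a higher RPKM than all 4 control IPs in 429 of the 1157 genes. Across the 9787 filtered genes, both IPs of a line were above all 4 others in 558 genes for WT, 1253 for F266A and 1015 for the empty vector.

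RNA of Y-linked genes differed between lines and between the F266A IPs. The summed RPKM of Ddx3y, Uty and Eif2s3y was 7.41 in the empty vector input and 9.48 and 9.25 in its IPs, but 0.23 in the WT input and 0.18 and 0.32 in the WT IPs. In the F266A line it was 4.43 in the input, 0.038 in IP replicate 1 and 7.21 in IP replicate 2. Read depth does not explain the low value in replicate 1, since about 491.7 reads on these genes were expected there from the F266A input and 5.37 were seen. A WT library under the F266A label was tested with RNAs that set the F266A input apart from both other inputs, outside the Y chromosome and the endoderm list. The 51 RNAs low in the F266A input kept 74.8% of their difference from the WT IPs in replicate 1 relative to replicate 2, which goes against this explanation. The 25 RNAs high in the F266A input kept 28.2%. In replicate 1, 13 of the 51 and 21 of the 25 RNAs were nearer to the level of the WT IPs than to that of replicate 2. Loss of Y-positive cells from part of the F266A culture could not be told apart from other differences between the cultures behind both IPs, since these other RNAs were partly lost as well. The paper describes both IPs as biological replicates, and the single F266A input is the reference for both.

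The pluripotency and differentiation genes that the paper names elsewhere had these RPKM in the inputs of the RIPiT-seq lines. Pou5f1 had 50.2 in WT, 39.8 in F266A and 55.5 in the empty vector line, Nanog 9.10, 4.70 and 8.76, Sox2 16.8, 9.69 and 14.1, and Esrrb 21.5, 17.7 and 23.8, in the same order. Cdx2 was listed at 0 in the WT and empty vector inputs and had 0.025 in F266A, Fgf5 was listed at 0 in WT and had 0.011 in F266A and 0.040 in the empty vector line, and Nes had 0.53, 0.69 and 0.50. With 1 input per line these differences have no replicate check.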
